# MALT-1 mediates IL-17 neural signaling to regulate *C. elegans* behavior, immunity and longevity

**DOI:** 10.1038/s41467-020-15872-y

**Published:** 2020-04-29

**Authors:** Sean M. Flynn, Changchun Chen, Murat Artan, Stephen Barratt, Alastair Crisp, Geoffrey M. Nelson, Sew-Yeu Peak-Chew, Farida Begum, Mark Skehel, Mario de Bono

**Keywords:** Molecular neuroscience, Neuroimmunology

## Abstract

Besides pro-inflammatory roles, the ancient cytokine interleukin-17 (IL-17) modulates neural circuit function. We investigate IL-17 signaling in neurons, and the extent it can alter organismal phenotypes. We combine immunoprecipitation and mass spectrometry to biochemically characterize endogenous signaling complexes that function downstream of IL-17 receptors in *C. elegans* neurons. We identify the paracaspase MALT-1 as a critical output of the pathway. MALT1 mediates signaling from many immune receptors in mammals, but was not previously implicated in IL-17 signaling or nervous system function. *C. elegans* MALT-1 forms a complex with homologs of Act1 and IRAK and appears to function both as a scaffold and a protease. MALT-1 is expressed broadly in the *C. elegans* nervous system, and neuronal IL-17–MALT-1 signaling regulates multiple phenotypes, including escape behavior, associative learning, immunity and longevity. Our data suggest MALT1 has an ancient role modulating neural circuit function downstream of IL-17 to remodel physiology and behavior.

## Abstract (web summary)

IL-17 is a pro-inflammatory molecule that can also regulate neural circuit function. Here the authors use C. elegans to show that the paracaspase MALT-1 lies downstream of IL-17 signaling and regulates many aspects of C. elegans biology, including escape behavior, associative learning, immunity and longevity.

## Introduction

Immune signaling pathways can regulate the development and function of the nervous system in both health and disease^1–3^. Many of these effects are mediated by cytokines, small, secreted proteins that can participate in neuroimmune and inter-neuronal communication. For example, low levels of IL-1β and TNFα regulate synaptic and homeostatic plasticity in healthy animals^4,5^; pathological levels of proinflammatory cytokines during inflammation can disrupt fetal brain development, alter adult behavior^6–9^, and drive hyperalgesia and neuroinflammatory diseases^10^. Progression of neurodegenerative diseases, including Alzheimer’s, Parkinson’s and Amyotrophic lateral sclerosis (ALS), has also been associated with chronic inflammation^11,12^.

Recent work shows that the interleukin 17 (IL-17) pro-inflammatory cytokine can modify neural circuit activity. In a rodent model of infection during pregnancy, IL-17 secretion during maternal immune activation drives autism-related behaviors in the pups^13^. This phenotype is associated with hyperactivity of a specific cortical sub-region that expresses IL-17 receptors (IL-17R)^14^. In mice, IL-17 can also lower the activation threshold of nociceptive neurons, and contributes to mechanical hyperalgesia^15,16^. In *C. elegans* IL-17Rs are expressed throughout the nervous system, and ILC-17.1 (interleukin cytokine 17 related 1), a homolog of mammalian IL-17s, has been shown to act on the RMG hub interneurons, increasing their response to presynaptic input from oxygen (O_2_) sensors. The increased circuit gain conferred by ILC-17.1 enables *C. elegans* to persistently escapes 21% O_2_, an aversive cue associated with surface exposure^17^. Specific sensory responses and behaviors are thus modulated by IL-17 across distantly-related species, suggesting IL-17 has broad and conserved roles in regulating neuronal properties.

While IL-17’s action on the nervous system is now established, its molecular effectors there are poorly understood. Moreover, the extent to which IL-17 signaling contributes to brain function and physiology is unclear, even in the well-defined *C. elegans* nervous system.

Here, we report that IL-17 signaling in the *C. elegans* nervous system is mediated by the paracaspase MALT-1. MALT1 is an ancient protein^18^ studied extensively, and almost exclusively, in the mammalian immune system. It is a key signaling molecule in innate and adaptive immunity, mediating signaling from ITAM-containing (immunoreceptor tyrosine-based activation domain) receptors, including the B-cell and T-cell receptors^19–21^. MALT1 has not been shown to mediate IL-17 signaling, but there has been speculation of such involvement. In situ hybridization suggests widespread MALT1 expression in mouse brain, (Allen Brain Atlas), but no physiological role in neurons has been reported. We find that *C. elegans* MALT-1 is expressed throughout the nervous system and forms an in vivo complex with IL-17 signaling components, namely the *C. elegans* homologs of Act1, IRAK and IκBζ/IκBNS. We show that MALT-1 acts both as a protease and a scaffold to regulate neural function. Defects in IL-17/MALT-1 signaling lead to reconfigured gene expression, and changes in behavior and physiology, including altered immunity and extended lifespan.

## Results

### Proteomics identifies an ACTL-1–IRAK–MALT-1–NFKI-1 complex

*C. elegans* IL-17 signaling components appear to be expressed predominantly in the nervous system^17^. We epitope tagged all soluble IL-17 pathway components highlighted by genetics^17^, immunoprecipitated them from *C. elegans* extracts, and identified interacting proteins using mass spectrometry (MS, Fig. 1a).

**Fig. 1:**
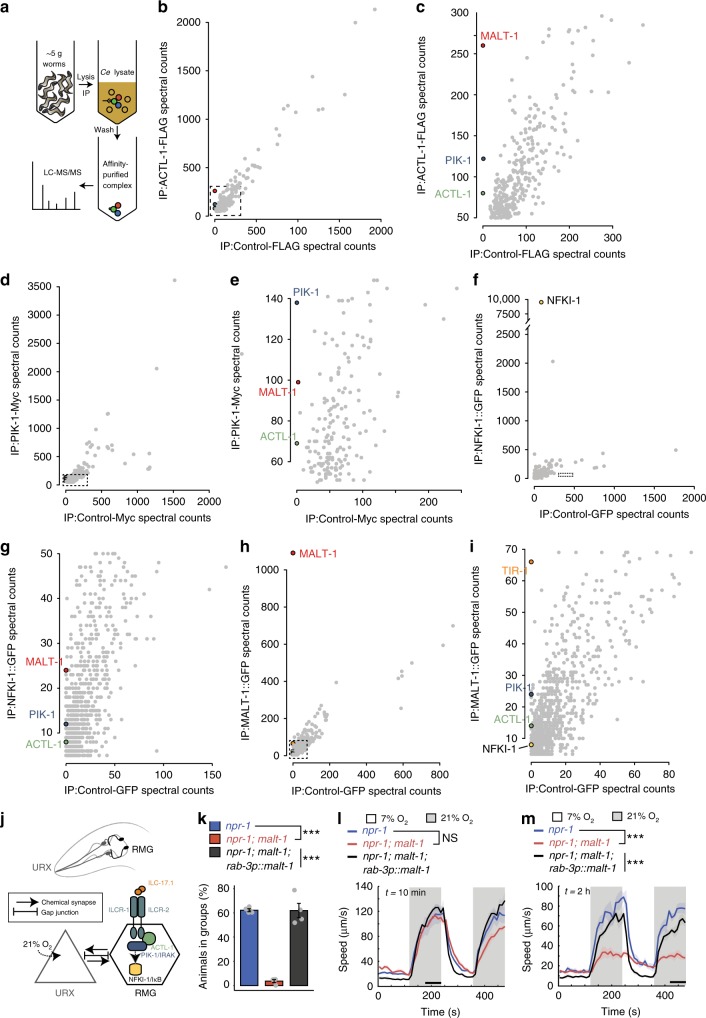
MALT-1 forms a complex with ACTL-1, PIK-1/IRAK, and NFKI-1. **a** Schematic for affinity-purification and LC-MS/MS analysis of epitope-tagged IL-17 signaling components from *C. elegans* extracts. *Ce* = *C. elegans*. **b**–**i** Pull-down of ACTL-1-FLAG, PIK-1-Myc, or NFKI-1::GFP specifically co-IPs MALT-1 (**b**–**g**). Conversely, pull-down of MALT-1::GFP specifically co-IPs ACTL-1, PIK-1, and NFKI-1 (**h** and **i**). Total spectral counts, a semi-quantitative readout of abundance^22^, are shown. **c**, **e**, **g**, and **i** as in **b**, **d**, **f**, and **h** except showing only the region marked by the black box in **b**, **d**, **f**, and **h**, respectively. **f**–**i** Data is representative of two (**f** and **g**), or three (**h** and **i**) biological replicates. **j** Schematic of IL-17 signaling in the O_2_-escape circuit. Increases in O_2_ levels are sensed by URX neurons, which tonically signal to RMG hub interneurons. IL-17 signaling increases the responsiveness of RMG neurons to promote escape from 21% O_2_. **k** *malt-1* promotes *C. elegans* aggregation (*N* = 4 assays). Data are presented as mean values +/− SEM. ***P < 0.001, one-way ANOVA with Tukey’s post hoc HSD. **l** and **m** *malt-1* mutants are strongly aroused by 21% O_2_ if stimulated immediately after transfer to the assay plate (**l**), but respond weakly to 21% O_2_ if allowed to settle over a 2 h period (**m**). l *n* = 86 animals (*npr-1*), *n* = 46 animals (*npr-1; malt-1*), *n* = 53 animals (*npr-1; malt-1; rab-3p::malt-1*). **m** *n* = 46 animals (*npr-1*), *n* = 72 animals (*npr-1; malt-1*), *n* = 46 animals (*npr-1; malt-1; rab-3p::malt-1*). Plots show average speed (line) and SEM (shaded regions). Time of assay after transfer is shown at top left. NS, *P* = 0.8, ***P < 0.001, two-sided Mann-Whitney *U* test. Here and in subsequent figures, black bars indicate time intervals used for statistical comparisons. See also Supplementary Figs. 1–4 and Supplementary Data 1.

ACTL-1 and PIK-1 are *C. elegans* orthologs of mammalian Act1 and IRAKs, respectively, and signal downstream of the *C. elegans* IL-17 co-receptors ILCR-1 and ILCR-2^17^. Genetic analysis suggests NFKI-1, a homolog of mammalian IκBζ and IκBNS, acts downstream of ACTL-1, PIK-1, and ILCR-1/ILCR-2 co-receptors^17^.

We tagged endogenous ACTL-1 with a FLAG epitope, endogenous PIK-1 with a Myc epitope, and integrated an *nfki-1::gfp* transgene. We showed the tagged proteins were functional (Supplementary Fig. 1), and immunoprecipitated them from *C. elegans* extracts. As controls, we immunoprecipitated proteins unrelated to IL-17 signaling tagged with the same epitopes. Using mass spectrometry (LC-MS/MS) we identified specific interactors for each signaling component (Fig. 1b–g and Supplementary Data 1a–c).

As expected from co-IP experiments using mammalian tissue culture cells^17^, PIK-1 co-precipitated specifically with ACTL-1 (Fig. 1b), and reciprocally, ACTL-1 co-precipitated specifically with PIK-1 (Fig. 1c). IP of NFKI-1 also identified ACTL-1 and PIK-1/IRAK as specific interactors, suggesting these proteins form a complex in vivo (Fig. 1d). We identified other apparently specific interactors for each component. These are listed in Supplementary Data 1 as a resource.

The *C. elegans* ortholog of the paracaspase MALT1 consistently co-immunoprecipitated with each of ACTL-1, PIK-1 and NFKI-1 (Fig. 1b–g). MALT1 paracaspases are cysteine proteases with specificity for arginine residues^23,24^. Their caspase-like protease domain is highly conserved, as is their domain organization, which consists of an N-terminal death domain (DD) followed by 2–3 Ig (immunoglobulin)-like motifs that flank the paracaspase domain (Supplementary Fig. 2a)^25^. Mammalian MALT1 signals downstream of B cell, T cell, and other cell surface receptors containing an ITAM motif, and forms a filamentous complex called the CBM signalosome that contains a CARD domain protein, BCL10, and MALT1^19–21^ (Supplementary Fig. 2b). The functions of MALT1 in the immune system are under intense scrutiny, but its roles elsewhere, and in invertebrates, have not been established.

To confirm the biochemical interactions of MALT-1 with *C. elegans* IL-17 signaling components, we expressed functional, GFP-tagged MALT-1 pan-neuronally, and identified interacting partners using IP/MS of extracts from the transgenic *C. elegans* strain. As a control, we performed IP/MS on extracts from strains expressing GFP-tagged neuronal proteins unrelated to IL-17 signaling. ACTL-1, PIK-1, and NFKI-1 each interacted specifically with MALT-1-GFP (Fig. 1h, i). We also identified other specific MALT-1 interactors (Supplementary Data 1d) including the *C. elegans* ortholog of mammalian SARM1, called TIR-1, which is implicated in the immune response^26,27^, left/right asymmetry of an olfactory neuron^28^, and experience-dependent plasticity^29^. MALT-1 also interacted specifically with a large group of proteins implicated in RNA metabolism, including splicing factors and poly A binding proteins, suggesting it may localize to the nucleus or ribonucleoprotein particles (RNPs) (Supplementary Fig. 3).

### MALT-1 promotes aggregation and escape from 21% O_2_

MALT1 has not previously been implicated in IL-17 signaling or neural function. In *C. elegans*, ILC-17.1 signals through the ILCR-1/ILCR-2 receptors on the RMG interneurons to increase RMG responsiveness to input from their pre-synaptic partner, the URX O_2_-sensing neurons (Fig. 1j). Increased RMG signaling enables *C. elegans* to strongly and persistently escape 21% O_2_ and to aggregate^17,30,31^. To probe the functional relevance of our proteomics data we sought *malt-1* alleles in a collection of 583 strains isolated in a genetic screen for aggregation-defective mutants. This collection has been subjected to whole genome sequencing, and previously yielded IL-17 pathway mutants^17^. Four strains in the collection harbored *malt-1* alleles; one introduced a premature stop codon; another mutated the highly conserved E464 residue (Supplementary Fig. 4a and b), which is essential for catalytic activity in mammalian MALT1^32^. We mapped the aggregation defect of this strain to an interval containing *malt-1* (Supplementary Fig. 4c). Targeted disruption of *malt-1* using CRISPR/Cas9 resulted in an aggregation-defective strain whose phenotype could be rescued using a wild-type *malt-1* transgene (Fig. 1k; and Supplementary Fig. 4f). These data confirm that MALT-1, like IL-17 signaling, promotes aggregation.

*C. elegans* aggregate to escape 21% O_2_, a signal of surface exposure^33–35^. In wild *C. elegans* isolates, 21% O_2_ evokes sustained arousal^36^, a response also observed in *npr-1 (*neuropeptide receptor 1*)* mutants of the domesticated N2 lab strain^37^. By contrast, *npr-1* mutants defective in IL-17 signaling are not aroused by 21% O_2_ in the absence of an additional arousal stimulus (e.g., being picked), and if this requirement is met, the arousal evoked by 21% O_2_ is not sustained^17^. *malt-1* mutants showed these hallmark phenotypes (Fig. 1l, m), consistent with MALT-1 playing a role in *C. elegans* IL-17 signaling.

*malt-1* mutants exhibited grossly normal growth rates, fertility, mating and feeding behaviors, and locomotion, although this was not quantitated. They exhibited a small but significant reduction in thrashing rate, suggesting a weak defect in locomotion (Supplementary Fig. 4e). Compared to their defects in escape from 21% O_2_ however, this phenotype was relatively subtle.

### MALT-1 modulates responsiveness of RMG interneurons to O_2_

*malt-1::GFP* and *malt-1::RFP* transgenes were expressed broadly in the nervous system (Fig. 2), including in the O_2_-sensing neurons AQR, PQR and URX (Supplementary Fig. 5) and their post-synaptic partner the RMG interneurons (Fig. 3a). *malt-1* phenotypes were rescued by expressing *malt-1* cDNA pan-neuronally, confirming that MALT-1 has neuronal functions (Fig. 1k–m). Selectively expressing *malt-1* cDNA in the RMG interneurons, or the O_2_-sensing neurons, restored aggregation behavior to *malt-1* mutants (Fig. 3b), but only partially rescued the O_2_-response defects (Fig. 3c). By contrast, we observed almost complete rescue of the O_2_ response phenotype when we expressed MALT-1 simultaneously in both sets of neurons (Fig. 3c; Supplementary Fig. 4f and g). Thus, like ILCR-1 and ILCR-2^17^, MALT-1 functions in RMG and AQR, PQR and URX to promote escape from 21% O_2_.

**Fig. 2:**
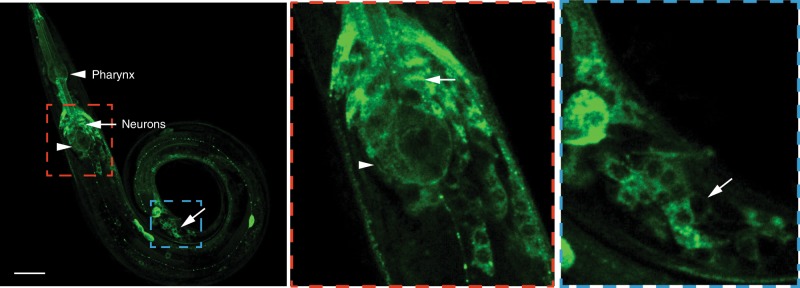
MALT-1 is expressed widely in the nervous system. A transgene expressing C-terminally GFP-tagged MALT-1 from its endogenous promoter (4 kb of upstream DNA) is expressed broadly in the nervous system, including many neurons in the head (red box) and tail (blue box). MALT-1::GFP expression is also seen throughout the pharynx. Similar results were obtained in 3 experiments. White arrows point to neurons, arrowheads point to the pharyngeal bulbs. Scale bar: 20 μm. See also Supplementary Fig. 5.

**Fig. 3:**
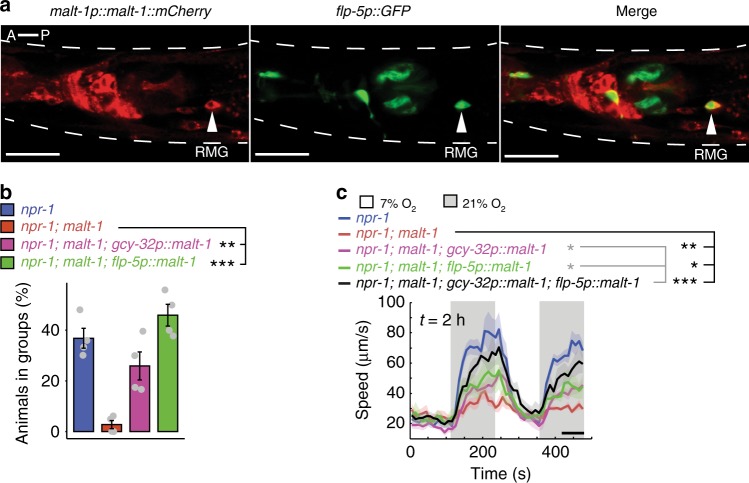
MALT-1 functions in RMG interneurons. **a** A MALT-1::mCherry translational fusion, expressed from its endogenous promoter (4 kb), is expressed in RMG interneurons. RMG is recognized by its characteristic shape, location, and using a *flp-5p::gfp* reporter. Similar results were obtained in 3 experiments. Scale bars: 20 μm. **b** Expressing *malt-1* cDNA from either the *flp-5* promoter (RMG, ASG, PVT, I4, M4, and pharyngeal muscle), or the *gcy-32* promoter (URX, AQR and PQR) rescues the aggregation defect of *malt-1* mutants. *N* = 4 assays. Data are presented as mean values +/− SEM. **P < 0.01, ***P < 0.001, one-way ANOVA with Tukey’s post hoc HSD. **c** The O_2_-response defect of *malt-1* mutants is partially rescued by expressing *malt-1* cDNA from the *flp-5* promoter (RMG, ASG, PVT, I4, M4, and pharyngeal muscle), or the *gcy-32* promoter (URX, AQR and PQR), and almost completely rescued when *malt-1* is expressed from both promoters simultaneously. Lines indicate average speed and shaded regions indicate SEM. *n* = 55 animals (*npr-1*), *n* = 85 animals (*npr-1; malt-1*), *n* = 58 animals (*npr-1; malt-1; gcy-32p::malt-1*), *n* = 66 animals (*npr-1; malt-1; flp-5p::malt-1*), *n* = 46 animals (*npr-1; malt-1; gcy-32p::malt-1, flp-5p::malt-1*). Plots show average speed (line) and SEM (shaded regions). *P < 0.05, **P < 0.01, ***P < 0.001, two-sided Mann-Whitney *U* test.

Ca^2+^ imaging revealed that O_2_-evoked Ca^2+^ responses in RMG were significantly reduced in *malt-1* mutants, both in immobilized (Fig. 4a) and freely moving (Supplementary Fig. 4h) animals. By contrast, O_2_-evoked Ca^2+^ responses in the URX sensory neurons appeared normal in *malt-1* mutants (Fig. 4b). These phenotypes recapitulate those observed in IL-17 signaling mutants^17^. The RMG Ca^2+^ response defect was rescued by expressing *malt-1* cDNA from the *npr-1* promoter, which drives expression in RMG and the AQR, PQR and URX neurons (Fig. 4a). Together, these data indicate that, like ILCR-1 and ILCR-2, MALT-1 functions in both pre-synaptic and post-synaptic neurons in the O_2_-sensing circuit.

**Fig. 4:**
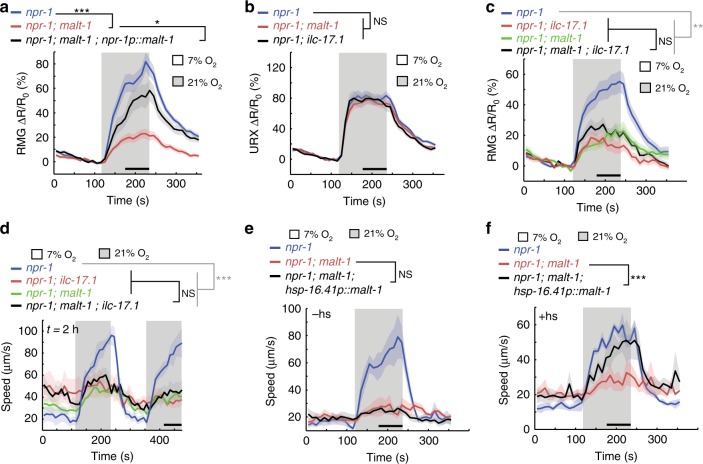
MALT-1 mediates IL-17 signaling. **a** and **b** Disrupting *malt-1* attenuates Ca^2+^ responses evoked by 21% O_2_ in RMG (**a**) but not URX (**b**) neurons. The RMG defect can be rescued by expressing *malt-1* cDNA in both RMG and URX, using the *npr-1* promoter (**a**). **a** *n* = 25 animals (*npr-1*), *n* = 35 animals (*npr-1; malt-1*), *n* = 24 animals (*npr-1; malt-1; npr-1p::malt-1*). b n = 20 animals (*npr-1*), *n* = 21 animals (*npr-1; malt-1*), n = 13 animals (*npr-1; ilc-17.1*). Ca^2+^ responses are reported by YC2.60 cameleon. Lines indicate average speed and shaded regions indicate SEM. n = 20 animals (*npr-1*), *n* = 21 animals (*npr-1; malt-1*), *n* = 13 animals (*npr-1; ilc-17.1*). *P = 0.03, ***P = 0.0003, two-sided Mann-Whitney *U* test. c and d Null mutations in *malt-1* and *ilc-17.1* do not show additive phenotypes when either RMG Ca^2+^ transients (**c**) or speed responses evoked by 21% O_2_ are measured (**d**). Lines indicate average speed and shaded regions indicate SEM. **c** *n* = 29 animals (*npr-1*), *n* = 25 animals (*npr-1; malt-1*), *n* = 28 animals (*npr-1; ilc-17.1*), *n* = 31 animals (*npr-1; malt-1; ilc-17.1*). **d** *n* = 50 animals (*npr-1*), *n* = 61 animals (*npr-1; malt-1*), *n* = 67 animals (*npr-1; ilc-17.1*), *n* = 52 animals (*npr-1; malt-1; ilc-17.1*). **P < 0.01, ***P < 0.001, two-sided Mann-Whitney *U* test. **e** A transgene expressing *malt-1* cDNA from the *hsp-16.41* promoter does not rescue *malt-1* phenotypes in the absence of heat-shock. Plots show average speed (line) and SEM (shaded regions). *n* = 35 animals (*npr-1*), *n* = 59 animals (*npr-1; malt-1*), *n* = 47 animals (*npr-1; malt-1; hsp-16.41p::malt-1*). *P* = 0.14, two-sided Mann-Whitney *U* test. **f** Heat-shock-induced cDNA expression in adults restores O_2_–evoked responses to *malt-1* mutants. Plots show average speed (line) and SEM (shaded regions); *n* = 36 animals (*npr-1*), *n* = 48 animals (*npr-1; malt-1*), *n* = 33 animals (*npr-1; malt-1; hsp-16.41p::malt-1*). Plots show average speed (line) and SEM (shaded regions). ***P = 8.77e−06, two-sided Mann-Whitney *U* test.

The *malt-1* and *ilc-17.1* mutant phenotypes were not additive. Both the Ca^2+^ signaling (Fig. 4c) and behavioral response (Fig. 4d) defects of *malt-1; ilc-17.1* double mutants resembled those of single mutants, suggesting MALT-1 and ILC-17.1 function in the same pathway. Similarly, the RMG response defects of *malt-1* mutants were not enhanced by defects in PIK-1/IRAK (Supplementary Fig. 4h). Together, our biochemical, genetic, behavioral and physiological data suggest that the paracaspase MALT-1 mediates IL-17 signaling in neurons, most likely via a signaling complex made up of ACTL-1–IRAK/PIK-1–MALT-1–NFKI-1.

To examine if *malt-1* is required developmentally, we expressed it selectively in adults using a heat-shock-inducible promoter. Without heat-shock, the *phsp-16::malt-1* cDNA transgene did not rescue the O_2_-response phenotype of *malt-1* mutants (Fig. 4e). Heat-shock-induced expression during the 4^th^ larval stage was sufficient to restore behavioral responses (Fig. 4f), suggesting that MALT-1, like other IL-17 signaling components^17^, can alter circuit properties after the circuits have developed.

### MALT-1 functions as a protease in the nervous system

In the mammalian immune system MALT1 functions both as a scaffold and as a protease. To examine if MALT-1 acts as a protease in neurons we edited the active site cysteine of the endogeneous *malt-1* gene to alanine. The equivalent mutation is used in a paracaspase-dead model in mice^38–40^. *malt-1 C374A* animals resembled *malt-1* null mutants, and could be rescued by pan-neuronal expression of *malt-1* cDNA (Fig. 5a; Supplementary Fig. 6a). By contrast, a *malt-1 C374A* transgene was unable to rescue the phenotype of *malt-1(db1194)* mutants (Fig. 5b). Unexpectedly, overexpressing *malt-1 C374A* in a WT background conferred a *malt-1(null)* phenotype (Fig. 5c), suggesting that catalytically dead MALT-1 can act as a dominant negative. Together these data suggest that MALT-1 protease activity is important for its function in the *C. elegans* nervous system.

**Fig. 5:**
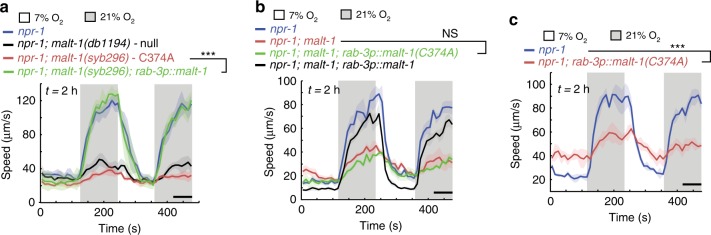
MALT-1 has enzymatic roles in IL-17 signaling. **a**–**c** MALT-1’s function in the nervous system requires its protease active site. **a** *malt-1(syb296)* mutants that express a catalytically inactive MALT-1 (C374A) show O_2_ response defects comparable to those of *malt-1(null)* animals. Pan-neuronal expression of *malt-1* cDNA rescues this phenotype. *n* = 53 animals (*npr-1*), *n* = 55 animals (*npr-1; malt-1(db1194)*), *n* = 50 animals (*npr-1; malt-1(syb296)*), *n* = 29 animals (*npr-1; malt-1(syb296); rab-3p::malt-1*). Plots show average speed (line) and SEM (shaded regions). ***P = 2.95e−09, two-sided Mann-Whitney *U* test. **b** cDNA encoding a MALT-1 C374A catalytically inactive protein, expressed from the *rab-3* promoter, does not rescue the O_2_ response defects of *malt-1* mutants. Data corresponding to *npr-1* and *npr-1; malt-1; rab-3p::malt-1* in **b** are the same as those shown in Fig. 1m, and were obtained in parallel to the genotypes shown. *n* = 46 animals (*npr-1*), *n* = 74 animals (*npr-1; malt-1*), *n* = 71 animals (*npr-1; malt-1; rab-3p::malt-1(C374A)*), *n* = 46 animals (*npr-1; malt-1; rab-3p::malt-1*). Plots show average speed (line) and SEM (shaded regions). NS, *P* = 0.693918, two-sided Mann-Whitney *U* test. **c** Overexpressing MALT-1 C374A cDNA in *npr-1* animals inhibits the arousal response to 21% O_2_. *n* = 53 animals (*npr-1*), *n* = 87 animals (*npr-1; rab-3p::malt-1(C374A*). Plots show average speed (line) and SEM (shaded regions). ***P = 1.09e−12, two-sided Mann-Whitney *U* test. See also Supplementary Fig. 6.

We also asked if IL-17 signaling requires PIK-1/IRAK kinase activity. We created a single copy transgene in which the ATP-binding pocket lysine residue (K217) of PIK-1 was mutated to alanine. The *K217A* transgene rescued *pik-1(null)* phenotypes (Supplementary Fig. 6b), suggesting that kinase activity is not essential for PIK-1 to regulate behavior.

### MALT-1 promotes assembly of IL-17 signaling complexes

To extend our in vivo proteomic analyses we made a strain in which endogenous ACTL-1, PIK-1, MALT-1, and NFKI-1 were each tagged with different epitopes. To corroborate our LC-MS/MS data we first showed that ACTL-1, PIK-1, and NFKI-1 specifically co-immunoprecipitated with MALT-1 in a multiple knock-in strain (Fig. 6a).

**Fig. 6:**
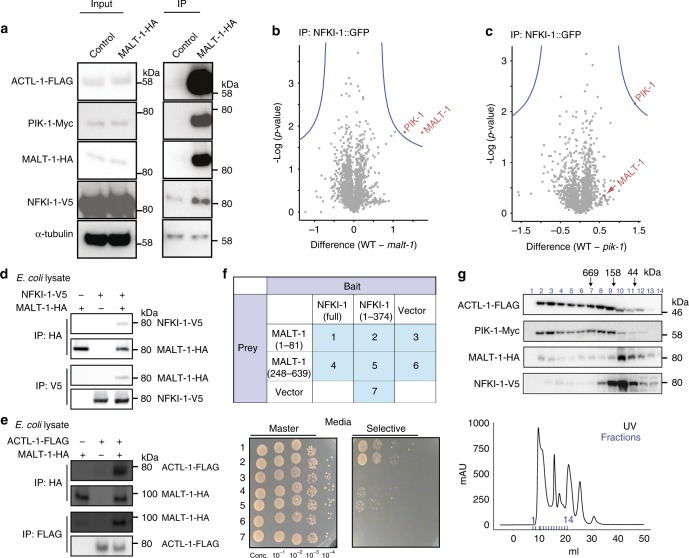
MALT-1 has scaffolding roles in IL-17 signaling. **a** Endogenous ACTL-1, PIK-1 and NFKI-1 co-IP with endogenous MALT-1 in *npr-1* animals. Anti-HA antibody was used to immunoprecipitate MALT-1 complexes. Half of the lysate was immunoprecipitated with anti-IgG as a control. Tags were knocked in by CRISPR. Similar results were obtained in 3 experiments. **b** and **c** Volcano plot showing quantitative LC-MS/MS of proteins that interact with NFKI-1::GFP in *malt-1* and *pik-1* mutants compared to wild type. NFKI-1::GFP was purified using GFP-Trap beads, and immunoprecipitated proteins labeled using tandem mass tags (TMT-labeling). The average relative abundance in two biological replicates is shown. *p*-values are reported by a two sample *t*-test. The amount of PIK-1 that co-IPs with overexpressed NFKI-1::GFP is significantly reduced in *malt-1(db1194)* mutants (**b**). The relative amount of MALT-1 that co-IPs with NFKI-1 is not significantly decreased in *pik-1(tm2167)* mutants (**c**). Peptides derived from MALT-1 and PIK-1 are shown in Supplementary Data 2. **d** and **e** IPs of His10-tagged *C. elegans* ACTL-1-FLAG, MALT-1-HA, and NFKI-1-V5 recombinantly expressed in *E. coli* show that MALT-1 can directly bind NFKI-1 (**d**) and ACTL-1 (**e**). **d** was performed once, e was performed three times with similar results. **f** Interaction of the MALT-1 Death Domain (1-81) with the N-terminus of NFKI-1 (1-374) in a yeast two-hybrid assay using nutritional selection (*ADE2*). Rows show 10-fold serial dilutions of each of the seven Prey–Bait combination strains tested and shown top. Similar results were obtained in 2 experiments. **g** Elution profiles of ACTL-1, PIK-1, MALT-1, and NFKI-1 proteins in a *C. elegans* extract run on a Superose 6 Gel Filtration column and visualized by immunoblot. All four proteins can be found in high molecular weight complexes. Similar profiles were observed in two runs. See also Supplementary Fig. 7 and Supplementary Data 2.

To analyze the signaling complex further we carried out IPs from strains overexpressing NFKI-1-GFP. When we quantitatively compared NFKI-1 complexes from WT, *malt-1* and *pik-1* mutants, using IP/MS, we found that the amount of PIK-1/IRAK co-precipitating with NFKI-1 was reduced when MALT-1 was absent (Fig. 6b). By contrast, in *pik-1* mutants the interaction between MALT-1 and NFKI-1 was not significantly reduced (Fig. 6c). These data suggest that NFKI-1 recruitment to the signaling complex requires MALT-1.

To ask if MALT-1 and NFKI-1 interact directly, we expressed epitope-tagged versions of the proteins in *E. coli*, and performed pairwise tests for co-immunoprecipitation. MALT-1-HA immunoprecipitated NFKI-1-V5, and conversely NFKI-1-V5 immunoprecipitated MALT-1, supporting a direct physical interaction (Fig. 6d). MALT-1 also interacted directly with ACTL-1 (Fig. 6e).

Sub-domains of NFKI-1 and MALT-1 did not express well in *E. coli*. We therefore used the yeast two-hybrid assay to map domains mediating the interaction between MALT-1 and NFKI-1. We found that the DD of MALT-1 could interact with the N-terminal half of NFKI-1 (Fig. 6f), suggesting that MALT-1’s DD contributes to NFKI-1 binding.

### Sub-cellular localization of IL-17 signaling components

In the mammalian immune system IRAKs and MALT1 are core components of the Myddosome and CBM signalosome, respectively. These complexes are structurally related filamentous oligomers that assemble in the cytosol^41,42^. IκB family proteins can perform both cytoplasmic and nuclear functions downstream of signalosome assembly^43^. Fractionation of a *C. elegans* lysate by gel filtration revealed that ACTL-1 and PIK-1 exist mostly as high-molecular weight species; they eluted in the heaviest fractions, including the void, of a gel filtration column (Fig. 6g and Supplementary Fig. 7). MALT-1 and NFKI-1 ran mostly as smaller species (~50–200 kDa), but they were also detectable in the heavier ACTL-1-containing and PIK-1-containing fractions. The high-molecular weight species we observed may be an artifact of unsolubilized membrane or protein aggregation, or may represent interactions with additional proteins. Alternatively, they may report oligomeric complexes of ACTL-1/PIK-1/MALT-1 related to the Myddosome and the CBM signalosome^41,42^, although this hypothesis requires further testing.

To determine the sub-cellular localization of IL-17 signaling components, we separated the nuclear and cytosolic fractions of our lysate. ACTL-1-FLAG and MALT-1-HA were consistently detected in both cytoplasmic and nuclear fractions (Fig. 7a). NFKI-1-V5 was predominantly in nuclear fractions (Fig. 7a; five replicates), although as NFKI-1-V5 immunoreactivity in the fractions was weak we cannot rule out the possibility that NFKI-1 was also present in the cytoplasmic fractions at levels below our detection threshold. It is notable that NFKI-1 specifically co-immunoprecipitated with transcription factors and chromatin state modifiers, including CREB binding protein (CBP), a histone acetyltransferase^44^, suggesting that NFKI-1 regulates transcription (Supplementary Data 1c).

**Fig. 7:**
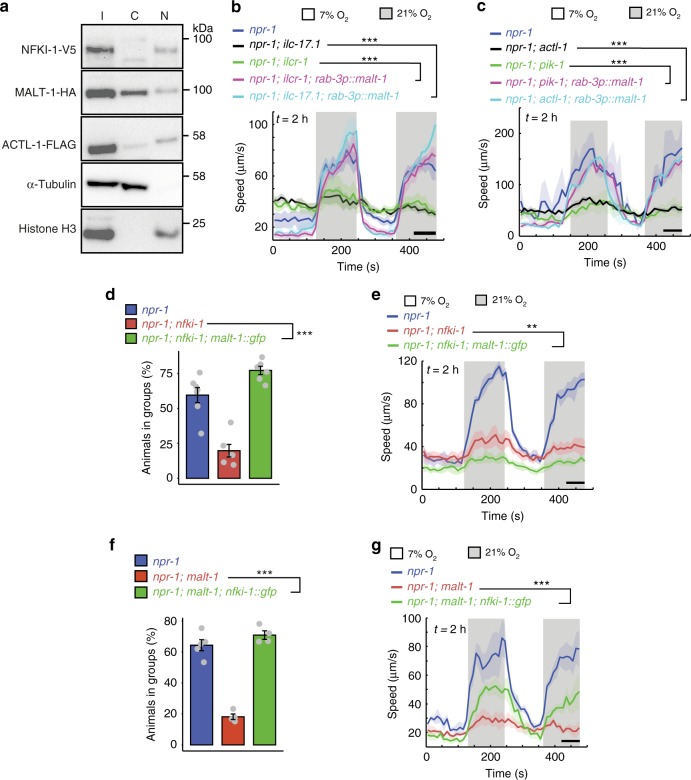
MALT-1 and NFKI-1 provide partially parallel outputs of IL-17 signaling. **a** Immunoblot analysis of IL-17 signaling components from nuclear and cytoplasmic fractions of *C. elegans* lysate. I, input, C, cytosolic, N, nuclear. NFKI-1 is predominately nuclear; ACTL-1 and MALT-1 are distributed between the nucleus and cytoplasm. Similar results were obtained in 5 experiments. **b** and **c** Overexpressing *malt-1* in neurons, using the *rab-3* promoter, restores the arousal response to 21% O_2_ to *ilc-17.1* and *ilcr-1* mutants (**b**), and *actl-1* and *pik-1* mutants (**c**). **b** *n* = 52 animals (*npr-1*), *n* = 104 animals (*npr-1; ilcr-1*), *n* = 71 animals (*npr-1; ilcr-1; rab-3p::malt-1*), *n* = 86 animals (*npr-1; ilc-17.1*), *n* = 61 animals (*npr-1; ilc-17.1; rab-3p::malt-1*). **c** *n* = 19 animals (*npr-1*), *n* = 46 animals (*npr-1; actl-1*), *n* = 26 animals (*npr-1; actl-1; rab-3p::malt-1*), *n* = 33 animals (*npr-1; pik-1*), *n* = 28 animals (*npr-1; pik-1; rab-3p::malt-1*). Plots show average speed (line) and SEM (shaded regions). ***P < 0.001, two-sided Mann-Whitney *U* test. **d** and **e** Overexpressing *malt-1* gDNA also rescues the aggregation phenotype (**d**), but not the arousal defect (**e**) of *nfki-1* mutants. **d** *N* = 7 assays (*npr-1*), *N* = 6 assays (*npr-1; nfki-1* and *npr-1; nfki-1; malt-1::gfp*). ***P = 3.5e−05, one-way ANOVA with Tukey’s post hoc HSD. **e** *n* = 47 animals (*npr-1*), *n* = 79 animals (*npr-1; nfki-1*), *n* = 39 animals (*npr-1; nfki-1; malt-1::gfp*). **P = 0.0067, two-sided Mann-Whitney *U* test. **f** and **g** The aggregation phenotype of *malt-1* is rescued by overexpressing *nfki-1* cDNA (**f**), while speed defects are partially rescued (**g**). **f** *N* = 5 assays (*npr-1*), *N* = 4 assays (*npr-1; malt-1* and *npr-1; malt-1; nfki-1::gfp*). ***P = 7e−07, one-way ANOVA with Tukey’s post hoc HSD. **g** *n* = 36 animals (*npr-1*), *n* = 50 animals (*npr-1; malt-1*), *n* = 44 animals (*npr-1; malt-1; nfki-1::gfp*). ***P = 7e−07, one-way ANOVA with Tukey’s post hoc HSD. ***P = 4.7e−4, two-sided Mann-Whitney *U* test.

### MALT-1 and NFKI-1 provide partially parallel IL-17 outputs

Overexpressing NFKI-1 suppresses *ilcr-1*, *actl-1* and *pik-1* null phenotypes, suggesting NFKI-1 functions downstream of those signaling components^17^. Overexpressing MALT-1 also rescued the O_2_ arousal defects of *ilc-17.1*, *ilcr-1 actl-1,* and *pik-1* mutants (Fig. 7b and c). To test whether MALT-1 functions upstream or downstream of NFKI-1, we asked whether overexpressing either component rescued a null mutant of the other. Overexpressing NFKI-1 in *malt-1(null)* mutants, or MALT-1 in *nfki-1(null)* animals, fully rescued the aggregation defect but either did not restore, or only partly restored, the arousal response to 21% O_2_ (Fig. 7d–g). These data suggest MALT-1 and NFKI-1 provide partially parallel outputs for IL-17 signaling.

### Disrupting IL-17 signaling reprograms gene expression

In mammalian tissues IL-17 acts globally to drive pro-inflammatory gene expression^45^. 

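RNA from whole animals of 4 genotypes was sequenced: *npr-1* animals, which served as the control, and 3 double mutants that carry the *npr-1* mutation together with a mutation in *malt-1*, *ilc-17.1* or *nfki-1*, referred to as *malt-1*, *ilc-17.1* and *nfki-1* mutants. *npr-1* encodes a neuropeptide receptor, *ilc-17.1* an IL-17 ligand, *malt-1* a paracaspase and *nfki-1* an IκB-like protein that acts with it in IL-17 signaling. On each plate, 10 gravid adults laid eggs for 2 h on a lawn of *E. coli* OP50, and 8 to 10 plates were used per replicate. The progeny were frozen at the late L4 stage, the last stage before the adult molt. The sample labels list 18 samples of each genotype, 72 in all. Those of *ilc-17.1* mutants have 15 library numbers, and 3 of the 18 repeat the number of another with the suffix 2, taken here as a second run. The paper's methods give 6 biological replicates for *npr-1* animals, *malt-1* mutants and *nfki-1* mutants, and 5 for *ilc-17.1* mutants, and apart from these 3 pairs the labels do not say which samples belong to the same replicate. The authors aligned the reads with TopHat, quantified expression with Cufflinks, and deposited a table in the form that Cuffdiff writes. For each gene and each of 7 comparisons of 2 genotypes, the authors' deposited table gives 1 FPKM value per genotype, with a log2 fold change, a p-value and a q-value. It gives no value per sample. The sequencing depth behind each value is therefore unknown, no SD can be given, and the spread between replicates enters only through the authors' p-values and q-values, for which the table and the paper's text do not state whether biological replicates or single samples were the units. The lowest p-value in the table is 5e-05, which many genes share, so q-values do not rank the strongest changes. FPKM values were scaled within each comparison, so that the value of a gene in *npr-1* differs slightly between comparisons. From this table, a gene was counted as changed if its q-value was below 0.05, its log2 fold change was at least 0.25 in either direction and its FPKM in *npr-1* was at least 1, which are the thresholds of the paper's methods. The methods also exclude genes whose expression oscillates in development, and no list of those was used here. With FPKM of at least 1 in *npr-1*, the authors tested 11898 genes in *malt-1* mutants, 11901 in *ilc-17.1* mutants and 11925 in *nfki-1* mutants. The median log2 fold change of these genes was 0.0033, 0.017 and 0.012 in the same order.

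The mutated genes were examined first. In the authors' deposited table, *malt-1* (WBGene00017702, at a locus on chromosome II from 6928770 to 6951300 that the table assigns to 4 genes) had an FPKM of 6.49 in *npr-1* and 3.99 in *malt-1* mutants, a log2 fold change of -0.70 (q = 0.0242). The same table lists log2 fold changes of *malt-1* of 0.33 in *ilc-17.1* mutants (q = 0.308) and -0.04 in *nfki-1* mutants (q = 0.921), neither below the threshold on q. *nfki-1* is WBGene00007877, at a locus on chromosome X from 15355238 to 15363861 that the table assigns to 2 genes. The authors' deposited table gives it an FPKM of 24.1 in *npr-1* and 8.94 in *nfki-1* mutants, a log2 fold change of -1.43 (q = 0.000328). *nfki-1* was also lower in *malt-1* mutants, with a log2 fold change of -0.41 in the authors' deposited table (q = 0.000734), and passed neither threshold in *ilc-17.1* mutants (-0.05, q = 0.736). *ilc-17.1* (WBGene00011937, at a locus on chromosome X from 12705624 to 12813947 that the table assigns to 23 genes) was not tested by the authors, and their deposited table lists an FPKM of 0.315 in *npr-1* and 0.157 in *ilc-17.1* mutants, against 0.224 in *malt-1* mutants and 0.222 in *nfki-1* mutants. With 1 added to each FPKM value before the logarithm, the log2 fold change of *malt-1* in *malt-1* mutants was -0.59 and that of *nfki-1* in *nfki-1* mutants was -1.34.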

We defined a transcriptional fingerprint of *C. elegans* IL-17 signaling by comparing the whole-animal RNA-seq profiles of *ilc-17.1*, *malt-1*, and *nfki-1* mutants to that of controls (Supplementary Data 3). 

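Families of genes that act in neuropeptide signaling, metabolism, yolk transport and immunity were collected by name, whatever their change, and the log2 fold changes of their members were taken from the authors' deposited table for *malt-1*, *ilc-17.1* and *nfki-1* mutants, each against *npr-1*. The median of each family was compared with the medians of 10000 random lists of as many genes, in which each member was replaced by one of the 100 tested genes nearest to it in mean expression. The percentile of a family among these lists describes the sequenced animals, and is not a test, since genes are not replicates.

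Of the 30 *flp* genes, which encode FMRFamide-like peptides, 27 had a negative log2 fold change in *malt-1* mutants, and 29 in each of the other mutants. Their median log2 fold change, from the authors' deposited table, was -0.25 in *malt-1* mutants, -0.56 in *ilc-17.1* mutants and -0.46 in *nfki-1* mutants. These medians were below those of all 10000 random lists in each mutant. By the authors' q-value and the thresholds of the methods, 10, 22 and 25 *flp* genes were lower in *malt-1*, *ilc-17.1* and *nfki-1* mutants, 10 were lower in all 3, and *flp-10* was higher in *ilc-17.1* mutants, with a log2 fold change of 0.29 in the authors' deposited table. The 51 *nlp* genes, which encode neuropeptide-like proteins, had medians of -0.25, -0.46 and -0.42 in the authors' deposited table, again below all random lists in each mutant. Of these, 11, 22 and 24 were lower in the respective mutants, 11 in all 3, while 2, 1 and 1 were higher. *nlp-10* and *nlp-42* carry other names in the reference (*npl-10* and *mihp-2*) and are not among the 51. With these genes added by their names in Supplementary Data 3, an alternative chosen after seeing the data and limited to genes that the paper lists as changed, 13, 24 and 26 of 53 were lower, 13 in all 3, and the medians in the authors' deposited table were -0.25, -0.47 and -0.42. Of all genes tested in the 3 comparisons, 3.30% were lower in all 3 mutants and 3.82% were higher in all 3.

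Of 17 genes for glycolytic enzymes, 7 were lower in *malt-1* mutants and 10 in each of the other mutants, and 6 were lower in all 3, while 0, 1 and 1 were higher in *malt-1*, *ilc-17.1* and *nfki-1* mutants. Their medians in the authors' deposited table were -0.18, -0.26 and -0.30, at percentiles 0.01, 2.38 and 0.03 of the random lists, so that the shift in *ilc-17.1* mutants was at the edge of what random lists gave. The 64 *clec* genes, which encode C-type lectins, changed in both directions: 19, 18 and 24 were lower and 9, 6 and 14 were higher in *malt-1*, *ilc-17.1* and *nfki-1* mutants. Their medians in the authors' deposited table were -0.14, -0.16 and -0.15, at percentiles 0, 0 and 0.02. *clec-69*, which has no name in the reference, was higher in all 3 mutants and was looked up after the values were seen, is not among the 64. All 6 *vit* genes, which encode the yolk proteins vitellogenins, were higher in every mutant, with medians of 0.72, 2.11 and 1.75 in the authors' deposited table, above all random lists. Some *vit* genes are close copies of each other, between which the authors' counting could have split reads, so the values of single *vit* genes are uncertain. Matching the random lists on transcript length as well, an alternative chosen after seeing the data, changed these percentiles most for the glycolytic genes in *ilc-17.1* mutants, from 2.38 to 1.04.

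**Figure D1:**
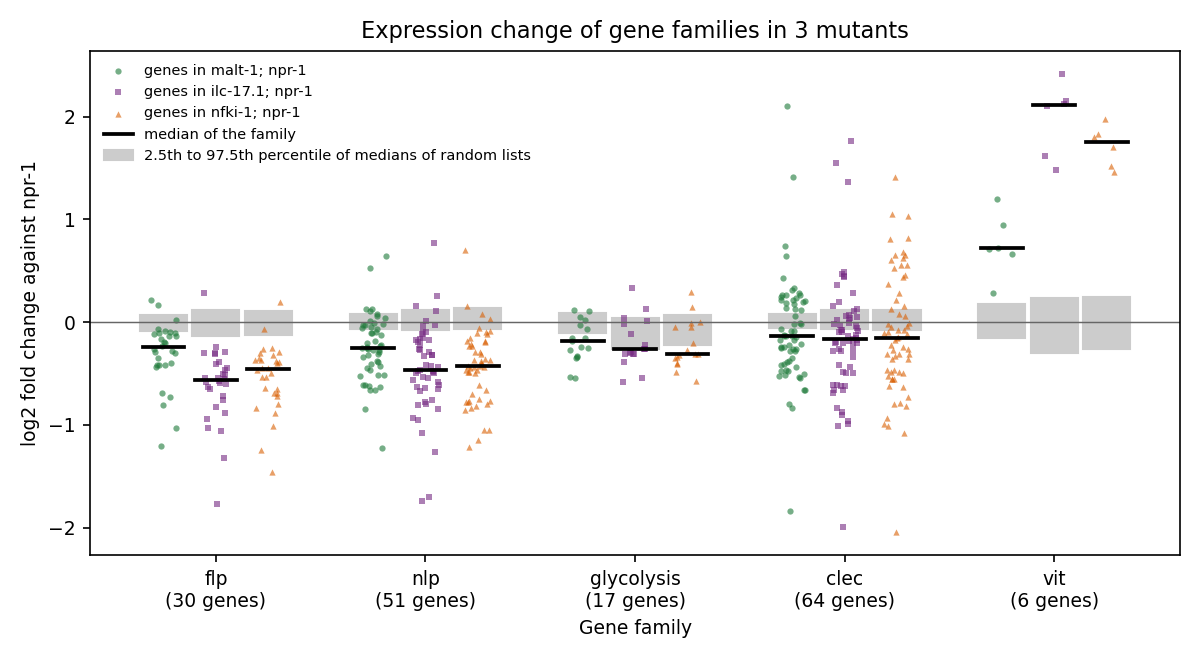
Log2 fold change against *npr-1* (vertical axis) of the genes of 5 families (horizontal axis) in *malt-1*, *ilc-17.1* and *nfki-1* mutants, from the authors' deposited table. Each point is 1 gene, black lines are family medians, and grey boxes span the medians of 10000 random lists after the lowest 2.5% and the highest 2.5% are left out; the 6 *vit* genes all lie above 0, and the *flp* and *nlp* medians lie below the grey boxes in all 3 mutants.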

Data analysis suggested that pathways implicated in neuropeptide signaling, metabolism, ageing, and immunity were significantly altered by IL-17 signaling (Fig. 8a and b, and Supplementary Data 3).

**Fig. 8:**
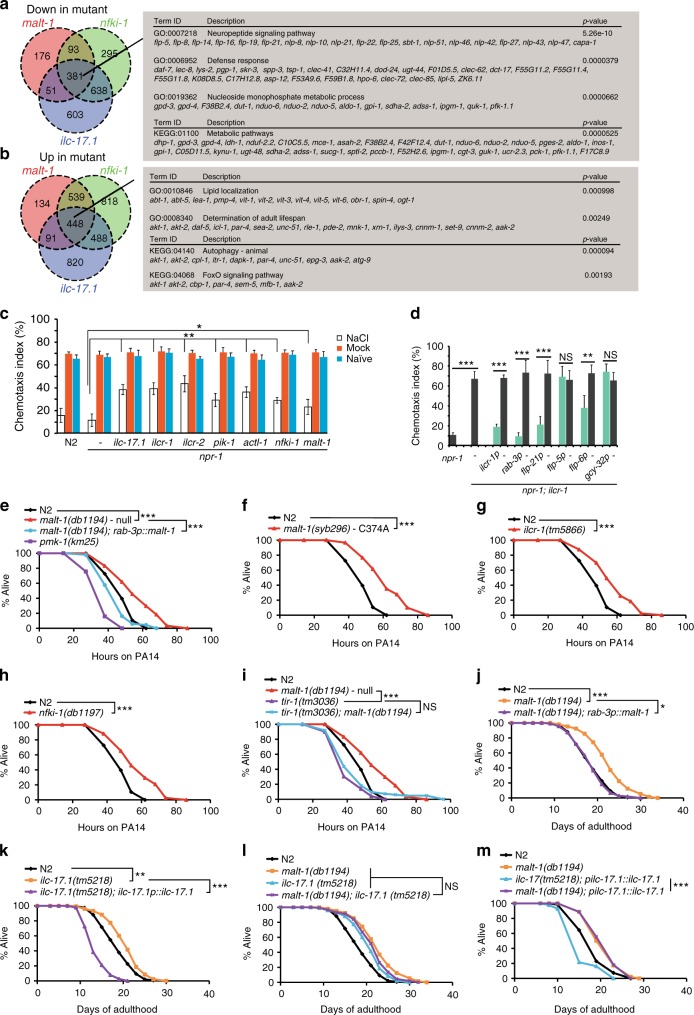
MALT-1 acts downstream of IL-17 signaling to reprogram behavior and physiology. **a** and **b** Downregulated (**a**) and upregulated (**b**) genes in whole animal RNA-seq profiles of *malt-1; npr-1, ilc-17.1; npr-1* and *nfki-1; npr-1* double mutants compared to *npr-1* controls. Gene ontology (GO) terms and KEGG pathways significantly overrepresented among genes dysregulated in all three mutant conditions are shown (*q*-value <0.05, with a minimum log2(fold-change) of ±0.25). **c** and **d** Salt chemotaxis after conditioning by food-withdrawal in the absence or presence of NaCl. *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA with Tukey’s post hoc HSD, *N* = 6 assays. **d** The salt chemotaxis learning defect of *ilcr-1* mutants is rescued by driving *ilcr-1* expression in many neurons (*rab-3* or *flp-21* promoters), or specifically in ASE (*flp-6* promoter). **e**–**i** PA14 big lawn assays. *n* ≥ 81 animals. ***P < 0.001, two-sided logrank test; precise n numbers and *P* values are provided in Supplementary Table 1. Mutants lacking *malt-1* (**e**) or encoding protease-dead *malt-1* (**f**), or defective in other IL-17 signaling components (**g, h**) are resistant to *P. aeruginosa* PA14 in big lawn assays, where animals cannot escape from the PA14 lawn. The enhanced survival of *malt-1* mutants is rescued by pan-neuronal expression of *malt-1* gDNA. *n* ≥ 81 animals. **i** The enhanced resistance of *malt-1* mutants to PA14 requires TIR-1. Like *tir-1* mutants, *malt-1; tir-1* double mutants are hypersensitive to PA14 infection. **j**–**m** Lifespan. n ≥ 92 animals. **P < 0.01, ***P < 0.001, two-sided logrank test; precise n numbers and *P* values are provided in Supplementary Table 3. **j** and **k** The lifespan of *malt-1* and *ilc-17.1* mutants is increased compared to N2 controls. The *malt-1* phenotype is rescued by expressing *malt-1* gDNA pan-neuronally (**j**) and the *ilc-17.1* phenotype can be rescued by expressing *ilc-17.1* cDNA from its endogenous promoter (**k**). **l** The lifespan phenotypes of *malt-1* and *ilc-17.1* mutants are not additive. **m** The shortened lifespan of animals overexpressing ILC-17.1 is abolished in *malt-1* mutants. See also Supplementary Fig. 7, Supplementary Tables 1–3 and Supplementary Data 3–6.

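By these criteria 715 genes were lower and 1212 higher in *malt-1* mutants than in *npr-1*, from the q-values in the authors' deposited table. For *ilc-17.1* mutants the numbers were 1680 lower and 1847 higher, and for *nfki-1* mutants 1417 lower and 2293 higher. The changed genes made up 16.2%, 29.6% and 31.1% of the genes tested in *malt-1*, *ilc-17.1* and *nfki-1* mutants. Of the genes lower in any mutant, 387 were lower in all 3. A further 52 were lower in *malt-1* and *ilc-17.1* mutants only, 95 in *malt-1* and *nfki-1* mutants only, and 638 in *nfki-1* and *ilc-17.1* mutants only, while 181, 603 and 297 were lower in *malt-1*, *ilc-17.1* or *nfki-1* mutants alone. Of the genes higher in any mutant, 448 were higher in all 3. Another 91 were higher in *malt-1* and *ilc-17.1* mutants only, 539 in *malt-1* and *nfki-1* mutants only, and 488 in *nfki-1* and *ilc-17.1* mutants only, and 134, 820 and 818 were higher in *malt-1*, *ilc-17.1* or *nfki-1* mutants alone. If the 3 lists had been independent draws from the tested genes, 12.3 genes would have been lower and 35.5 higher in all 3 mutants. The 3 comparisons share the same *npr-1* animals, however, so they are not independent. The genes lower in all 3 mutants were 54.1% of the genes lower in *malt-1* mutants, and the genes higher in all 3 were 37.0% of those higher in *malt-1* mutants. Raising the minimum log2 fold change from 0.25 to 0.5 changed these counts most, to 132 genes lower and 154 higher in all 3 mutants.

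Across the 11741 genes tested in all 3 comparisons, Pearson's r between the log2 fold changes in the authors' deposited table was 0.615 for *malt-1* and *ilc-17.1* mutants, 0.716 for *malt-1* and *nfki-1* mutants, and 0.694 for *ilc-17.1* and *nfki-1* mutants. These are correlations across genes, which are not independent replicates. Error in the shared *npr-1* value alone would make them positive, by an amount that cannot be computed without values per sample. They therefore do not measure how far the mutants agree. Among genes with FPKM of at least 5 in *npr-1*, r was 0.582, 0.708 and 0.692.

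The genes lower in all 3 mutants with the largest mean log2 fold change were F59C6.18, C36C5.12, *exh-1*, *col-137* and *clec-42*, which the reference annotation lists as protein-coding. F59C6.18 (WBGene00206464, chromosome I, from 10516036 to 10516432) had an FPKM of 151.2 in *npr-1* and 2.01 in *malt-1* mutants in the authors' deposited table, a log2 fold change of -6.23 (q = 0.000734), and its log2 fold changes there were -3.53 in *ilc-17.1* mutants (q = 0.000341) and -6.19 in *nfki-1* mutants (q = 0.000328). *exh-1* (WBGene00016474, chromosome V, from 3157077 to 3157870) and C36C5.12 (WBGene00016481, from 3158406 to 3159165) are neighbors. The log2 fold changes of *exh-1* in *malt-1*, *ilc-17.1* and *nfki-1* mutants were -3.23, -1.99 and -3.30 in the authors' deposited table, and those of C36C5.12 were -4.15, -2.72 and -4.23. The next 2 genes tested on this stretch of the chromosome, C36C5.14 and C36C5.15, which were chosen after their values were seen, had log2 fold changes in *malt-1* mutants of -6.14 (q = 0.000734) and -7.30 (q = 0.193) in the authors' deposited table, so that the second was not called. *clec-42* was below 1 FPKM in all 3 mutants, with 0.981, 0.891 and 0.852 in the authors' deposited table. The genes higher in all 3 mutants with the largest mean change were T16G1.7, R09E10.13, F42A10.7, BE0003N10.6 and Y105E8A.1, also listed as protein-coding. T16G1.7 (WBGene00011801, chromosome V, from 12929478 to 12935112, a locus that the table assigns to 2 genes) had an FPKM of 8.15 in *npr-1* and 72.8 in *malt-1* mutants in the authors' deposited table, a log2 fold change of 3.16 (q = 0.000734), and its log2 fold changes there were 3.42 in *ilc-17.1* mutants (q = 0.000341) and 3.14 in *nfki-1* mutants (q = 0.000328).

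**Figure D2:**
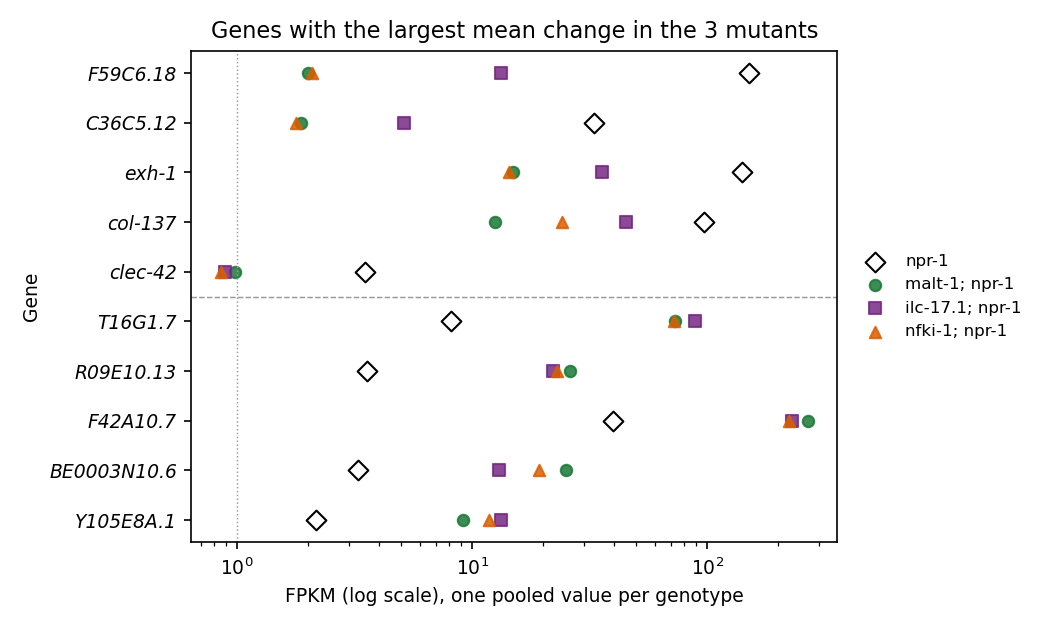
FPKM (horizontal axis, log scale) in *npr-1*, *malt-1*, *ilc-17.1* and *nfki-1* mutants of the 5 genes with the largest mean fall (above the dashed line) and the 5 with the largest mean rise in all 3 mutants. Each point is the single pooled value of a genotype in the authors' deposited table, with no error, the *npr-1* value is that of the comparison with *malt-1* mutants, and the dotted line marks 1 FPKM; F59C6.18 goes from 151.2 in *npr-1* to 2.01 in *malt-1* mutants, and T16G1.7 from 8.15 to 72.8.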

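Fig. 8a names 80 different genes and Fig. 8b 37. All 80 were lower in all 3 mutants and all 37 were higher in all 3 by the q-values and fold changes in the authors' deposited table. Because these genes were listed by the same criteria on the same data, the count describes the list and does not test it. For the 27 genes under defense response, the median log2 fold change in the authors' deposited table was -0.54 in *malt-1* mutants (from -2.28 to -0.30), -0.62 in *ilc-17.1* mutants (from -1.84 to -0.28) and -0.64 in *nfki-1* mutants (from -1.42 to -0.33). The 34 genes under metabolic pathways had medians of -0.34, -0.56 and -0.44 in the authors' deposited table. For the 14 genes under nucleoside monophosphate metabolic process the authors' deposited table gives medians of -0.34, -0.53 and -0.43. Among the categories of Fig. 8b, the 13 genes under lipid localization changed most in the authors' deposited table, with medians of 0.67 in *malt-1* mutants and 0.89 in *nfki-1* mutants and log2 fold changes from 0.41 to 2.42 in *ilc-17.1* mutants. The largest change in this group was that of *vit-3* in each mutant, so the group is not independent of the *vit* family above. The authors' deposited table also gives medians of 0.40, 0.65 and 0.53 for the 16 genes under determination of adult lifespan, 0.36, 0.64 and 0.49 for the 10 genes under autophagy, and 0.40, 0.85 and 0.37 for the 7 genes under FoxO signaling. The last group includes *cbp-1* (WBGene00000366, chromosome III, from 9766516 to 9774825, a locus that the table assigns to 2 genes). Its log2 fold changes in the authors' deposited table were 0.39 in *malt-1* mutants (q = 0.000734), 0.85 in *ilc-17.1* mutants (q = 0.000341) and 0.45 in *nfki-1* mutants (q = 0.000328). In each category except defense response the median change was largest in *ilc-17.1* mutants, and differences between mutants were not tested by category.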

To extend our analysis, we compared our dataset to a previous study that identified genes differentially expressed in animals acclimated to 21% and 7% O_2_^31^. 

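The 19 neuropeptide genes compared were *flp-5*, *flp-8*, *flp-14*, *flp-16*, *flp-19*, *flp-21*, *flp-22*, *flp-25*, *flp-27*, *nlp-8*, *nlp-10*, *nlp-21*, *nlp-42*, *nlp-43*, *nlp-46*, *nlp-47*, *nlp-51*, *capa-1* and *sbt-1*, the last of which encodes a neuroendocrine chaperone and not a peptide. All 19 were lower in all 3 mutants by the q-values and fold changes in the authors' deposited table, and 9 of them also with a minimum log2 fold change of 0.5. The 19 are in the paper's list of genes lower in all 3 mutants, made from the same data. The count therefore describes the list and does not test it. Their log2 fold changes in the authors' deposited table ranged from -1.22 to -0.27 in *malt-1* mutants (median -0.46), from -1.76 to -0.46 in *ilc-17.1* mutants (median -0.82) and from -1.58 to -0.39 in *nfki-1* mutants (median -0.72). The largest mean fall was that of *flp-8* (WBGene00001451, chromosome X, from 14881223 to 14882300, a locus that the table assigns to 2 genes). Its log2 fold changes in the authors' deposited table were -1.204 in *malt-1* mutants, -1.76 in *ilc-17.1* mutants and -1.46 in *nfki-1* mutants. For animals kept at 7% O_2_ against 21% O_2_, the paper's log2 fold changes of these genes in WT, taken from the earlier study, range from -0.32 to 0.50 with a median of -0.07. The paper's q-values for O_2_ lie between 0.591 and 0.998, so that 0 of the 19 genes pass a threshold of 0.05, while 4 of 19 have an O_2_ change of at least 0.25 in either direction. Each gene changed more in each of the 3 mutants, in the authors' deposited table, than the paper gives for it between the O_2_ levels. The genes were listed for passing thresholds in the mutants and not for O_2_, which favors this outcome. The paper's log2 fold change for *flp-8* is -0.32 (the paper's q = 0.653), and for *nlp-42*, whose log2 fold changes in the mutants were -0.97, -1.47 and -1.58 in the authors' deposited table, it is 0.50 (the paper's q = 0.591). The O_2_ values come from another experiment, with its own replicate error, which is not given beside them.

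**Figure D3:**
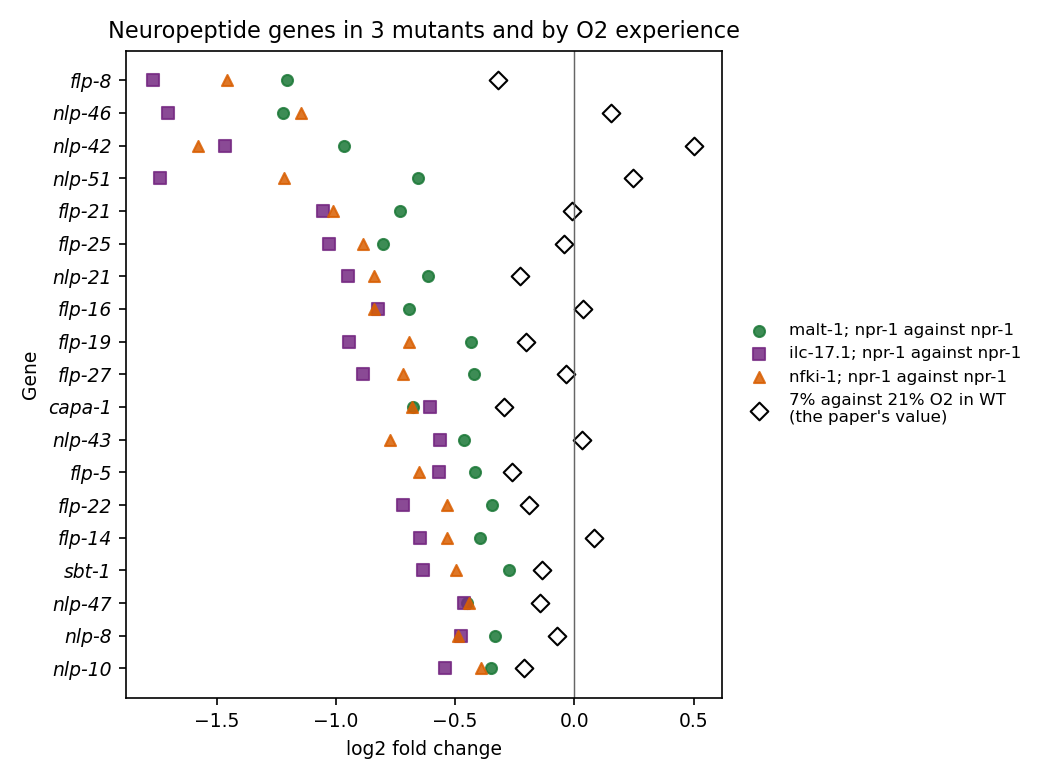
Log2 fold change (horizontal axis) of the 19 neuropeptide genes (vertical axis, ordered by mean change) in *malt-1*, *ilc-17.1* and *nfki-1* mutants against *npr-1*, from the authors' deposited table, and in WT at 7% against 21% O_2_, the paper's values (open diamonds). The points are single values without error; all mutant values lie between -1.76 and -0.27, and the O_2_ values between -0.32 and 0.50.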

Most of the neuropeptides regulated by IL-17 were not regulated by O_2_ experience^31^ (Supplementary Data 4), suggesting IL-17 elicits transcriptional changes not explained by altered activity of the O_2_-sensing circuit. These data suggest that IL-17 signaling may directly or indirectly alter many features of *C. elegans* behavior and global physiology.

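Of the genes tested in all 3 comparisons, 5448 (46.4%) were changed in at least 1 of the 3 mutants by the q-values and fold changes in the authors' deposited table. Counting genes tested in any comparison, 2253 genes were lower and 3338 higher in at least 1 mutant, and 69 were changed in opposite directions in 2 mutants. Large changes were fewer: with a minimum log2 fold change of 0.5, 251 genes were lower and 411 higher in *malt-1* mutants, 517 lower and 824 higher in *ilc-17.1* mutants, and 388 lower and 1453 higher in *nfki-1* mutants. The higher genes made up 62.9%, 52.4% and 61.8% of the changed genes in *malt-1*, *ilc-17.1* and *nfki-1* mutants. Since the RNA came from whole animals, the values do not tell in which cells a gene changed. The paper reports that O_2_ experience did not regulate most of the neuropeptides that IL-17 regulates. It proposes from this that IL-17 elicits transcriptional changes which altered activity of the O_2_-sensing circuit does not explain. It also proposes, from its expression data, that IL-17 signaling may act, directly or indirectly, on many features of behavior and physiology.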

### MALT-1 and IL-17 signaling regulate multiple behaviors

The widespread expression of MALT-1 and other IL-17 signaling components in the nervous system, together with our RNA Seq data, suggested that IL-17 signaling forms an important neuromodulatory axis in *C. elegans*. To begin probing this hypothesis we tested mutants in an associative learning paradigm. In this assay animals associate an environment high in NaCl with food withdrawal, which leads them to suppress salt attraction when subsequently tested in a chemotaxis assay^46^. Mutants in *ilc-17.1*, *pik-1*, and *nfki-1* exhibit normal naive responses to salt^17^. By contrast, all IL-17 signaling mutants we tested retained stronger attraction to salt than controls after conditioning (Fig. 8c). IL-17 and MALT-1 therefore regulate associative learning, as well as escape from 21% O_2_. We could rescue the *ilcr-1* learning phenotype by selectively expressing cDNA encoding the ILCR-1 receptor in the ASE salt-sensing neurons (*flp-6p*), but not in the RMG interneurons (*flp-5p*) or the O_2_ sensors (*gcy-32p*) (Fig. 8d), indicating that IL-17 signaling in the nervous system is not restricted to the O_2_-sensing circuit.

### Neural IL-17–MALT-1 signaling alters immunity and lifespan

We next assessed the impact of MALT-1 signaling on physiological phenotypes known to be regulated by the nervous system. To explore immune functions, we measured survival on *Pseudomonas aeruginosa*, a bacterial pathogen that colonizes the intestine of *C. elegans*^47^. We carried out these experiments in animals having the N2 version of the *npr-1* neuropeptide receptor, *npr-1* 215 V, which inhibits aggregation behavior and escape from 21% O_2_^34,48^; this ensures differences in hyperoxia avoidance do not contribute to altered pathogen resistance. To further exclude behavioral effects, we tested survival on PA14 using both small lawn assays, in which animals are able to avoid the pathogen, and big lawn assays, in which they are not^49^.

Animals lacking *malt-1*, or harboring the *malt-1* protease-dead allele *malt-1(C374A)*, were resistant to PA14 infection compared to N2 controls in both small lawn (Fig. 6e and f) and big lawn assays (Supplementary Fig. 8a and b). PA14 resistance in *malt-1(null)* mutants was rescued by pan-neuronal expression of *malt-1* cDNA (Fig. 8e and Supplementary Fig. 8a), suggesting that MALT-1 acts in the nervous system to regulate the immune response. Like *malt-1* mutants, *ilcr-1* and *nfki-1* mutants survived significantly longer on PA14 than controls (Fig. 8g, h and Supplementary Fig. 8c, d).

Increased pathogen resistance is often associated with increased lifespan. To examine if disrupting IL-17 signaling alters lifespan we measured survival on the standard laboratory food source of *C. elegans*, *E. coli* OP50. *ilc-17.1* and *malt-1* mutants lived significantly longer than N2 controls (Fig. 8j, k). Expression of *ilc-17.1* cDNA from its endogenous promoter not only rescued the phenotype of the null mutant, but significantly reduced lifespan compared to non-transgenic N2 controls (Fig. 8k). We could rescue the extended lifespan of *malt-1* mutants by pan-neuronal expression of *malt-1* (Fig. 8j), suggesting that IL-17 signaling acts in the nervous system to regulate longevity. The lifespan phenotypes of *malt-1* and *ilc-17.1* mutants were not additive (Fig. 8l). Furthermore, the ability of ILC-17.1 overexpression to reduce lifespan was dependent on *malt-1* (Fig. 8m). Together, these two observations suggest that MALT-1 acts downstream of ILC-17.1 to negatively regulate longevity.

MALT-1 strongly and specifically co-immunoprecipitated with factors known to regulate longevity or immunity, including NHR-49^50^ and TIR-1^26,27^ (Supplementary Data 1d). TIR-1 (Toll/Interleukin-1 Receptor domain protein), the *C. elegans* ortholog of SARM1 (Sterile alpha and TIR motif containing protein), functions upstream of the p38 MAPK pathway^51^ to upregulate expression of anti-microbial peptides, including the ShK-like toxin T24B8.5 in the intestine^52,53^ and immune responses to *P. aeruginosa*^27^. Like *tir-1* mutants^53^, *malt-1* and *ilcr-1* mutants showed reduced T24B8.5 expression (Supplementary Fig. 9a), and this reduction could be rescued by either intestine-specific or nervous system-specific expression of *malt-1* (Supplementary Fig. 9b). However, PA14 resistance was reduced in *malt-1; tir-1* double mutants compared to *malt-1* (Fig. 8i). Thus TIR-1/SARM can still promote PA14 resistance in *malt-1* mutants, and while overall IL-17 signaling inhibits the *C. elegans* immune response to PA14, this effect may reflect the net outcome of opposing influences.

In summary, our data suggest that IL-17 signals through a MALT-1 signalosome to modify neural properties and remodel the behavior and physiology of *C. elegans* (Fig. 9).

**Fig. 9:**
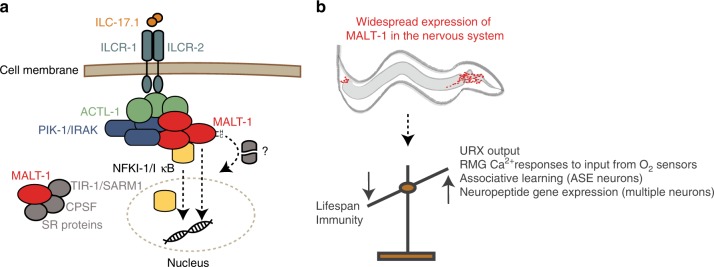
Model. **a** Activation of nematode IL-17Rs ILCR-1 and ILCR-2 engages ACTL-1, the *C. elegans* ACT1-like adapter, probably via their SEFIR domains. ACTL-1 recruits the *C. elegans* IRAK and MALT1 homologs to form the ACT1-IRAK-MALT1 signalosome in the cytoplasm. This serves a scaffolding function to recruit IκBζ/NFKI-1, and modulate its actvity by an unknown mechanism. NFKI-1 probably orchestrates changes in the transcriptome of RMG and other cells. MALT1-mediated cleavage of unknown substrate(s) positively regulates NFKI-1 signaling. In parallel to this pathway, MALT-1 forms a complex of unknown function with TIR-1/SARM1, and with multiple RNA-binding proteins. **b** ILCR receptors and downstream signaling components including MALT-1 are expressed in many neurons. This neuronal signaling cassette alters associative learning, as well as O_2_-escape behaviors, and suppresses lifespan and immunity.

## Discussion

Our data suggest that MALT1 modulates neural circuit function in *C. elegans*, by acting as a protease and a scaffold. MALT-1 participates in an ACTL-1-IRAK-MALT-1 signaling complex that mediates IL-17 signaling. The high molecular weight of this complex in *C. elegans* extracts suggests it may form a structure related to the MYD88-IRAK4-IRAK2 Myddosome^41^ and CARMA1-BCL10-MALT1 CBM signalosome^42^, although this hypothesis needs further study. MALT-1 directly binds ACTL-1 in vitro, and yeast two hybrid data suggest ACTL-1 directly binds *C. elegans* IRAK^54^. MALT-1 also interacts directly with NFKI-1, a homolog of mammalian IκBζ/IκBNS, and can signal through both NFKI-1-dependent and independent mechanisms to alter neuron function and change behavior. The ACTL-1-IRAK-MALT-1-NFKI-1 pathway is present in most neurons of the *C. elegans* nervous system, and appears to be a neuromodulatory axis impacting multiple phenotypes.

Like ILCR-1 and ILCR-2^17^, MALT-1 functions in both URX O_2_ sensors and RMG interneurons to promote escape from 21% O_2_. In RMG, ILC-17.1/MALT-1 signaling potentiates Ca^2+^ responses to pre-synaptic input from URX O_2_ sensors, which are tonically activated by 21% O_2_. In URX, ILC-17.1/MALT-1 signaling does not appear to disrupt O_2_-evoked Ca^2+^ responses, suggesting that it potentiates behavioral arousal to 21% O_2_ by augmenting synaptic or gap junctional communication. These different effects of IL-17 signaling may be indicative of cell-type specific effects on gene expression. Our IP/MS experiments identified transcription factors, chromatin remodeling factors and RNA binding proteins as specific interactors of NFKI-1 and/or MALT-1, but further work is needed to identify cell types in which these interactions are functionally relevant.

Neuronal MALT-1 signaling also modulates pathogen susceptibility and longevity. The nervous system plays an important and conserved role in regulating immunity^55–59^, and multiple neurons^60–62^ and secreted factors^63,64^ that regulate innate immune gene expression in non-neuronal tissues have been discovered. The nervous system also mediates behavioral avoidance of pathogens, by mechanisms that can be innate or learned^49,65^. Our data suggest that neuronal ILC-17.1/MALT-1 signaling reduces survival on *Pseudomonas aeruginosa* by non-behavioral mechanisms. A simple model is that by altering neural circuit activity ILC-17.1 can change immune gene expression, for example in the intestine.

MALT1-like paracaspases are found in organisms lacking other CBM components^18^, suggesting MALT1 has unknown functions that predate its coaction with Bcl10 and CARD domain proteins. Our results raise the possibility that one ancestral function was in IL-17 signaling. As IL-17Rs are found throughout metazoa^66^, we speculate that the ACTL-1-IRAK-MALT-1 complex we have identified is the original and primary mechanism by which IL-17Rs signal in non-amniote animals, from cnidarians to cephalochordates. In amniotes, ACT1 orthologs have lost a death domain (DD) that is present in ACT1 orthologs from most other lineages^66^. DDs mediate homotypic interactions in large immune complexes such as the Myddosome^67^, and are present in both MALT1 and IRAKs. The DD–SEFIR domain architecture of ACT1 present in non-amniotes resembles the DD–TIR domain structure of MyD88, since TIR and SEFIR domains are related^68^. Interestingly, proximity labeling studies find MALT1 associates with MyD88 in DLBCL cells^69^, although the functional consequences of this interaction are not yet known. Recent studies have also speculated that mammalian MALT1 is recruited to IL-17 signaling complexes^70,71^. Direct evidence for this is lacking, but if correct, this would mirror our results in *C. elegans*.

One area of future study will investigate how MALT-1 alters neural function. Although we find that MALT-1 protease activity is essential, we have not identified its neural substrate(s). Substrates of mammalian MALT1 with orthologs in *C. elegans* include the RNA binding proteins roquin-1/2 (RLE-1), which target RNAs for degradation, the endoribonuclease regnase-1 (REGE-1), and the CYLD (CYLD-1) deubiquitinase^72–74^. We did not detect these proteins in our proteomic analyses (Supplementary Data 1d). However, our IP/MS data indicate that besides binding NFKI-1, MALT-1 interacts with multiple RNA binding proteins, including splicing and polyadenylation factors, and with the *C. elegans* ortholog of SARM1, called TIR-1. TIR-1 regulates *C. elegans* gustatory and olfactory plasticity^29^, and proteostasis^75^, by modulating MAPK pathways, making it a plausible target for regulation by MALT-1.

The closest mammalian homolog of NFKI-1, IκBζ, is a nuclear-localized protein that acts as a transcriptional regulator, and is rapidly induced by inflammatory stimuli, including IL-17. IκBζ is thought to mediate its effects on gene expression primarily by regulating chromatin structure, although how it is recruited to target genes is not completely understood since it lacks a DNA binding domain^76,77^. Our IP/MS data find NFKI-1 physically interacts with the CREB binding protein (CREBBP), *cbp-1*, which is a histone acetyltransferase, consistent with NFKI-1 acting to modify chromatin structure. Most of the gene expression changes highlighted by our RNA-seq studies likely reflect secondary consequences of IL-17 signaling defects, although some genes may be directly regulated by NFKI-1.

Our biochemical and genetic analyses of IL-17 signaling in *C. elegans* have identified functional roles and biochemical interactions previously undescribed in mammals. An outstanding challenge is to examine which of these are conserved in mammals. Does MALT1 play a role in modulating mammalian neural function, given that neurons can express receptors with an ITAM (immunoreceptor tyrosine-based activation motif)^19–21^, as well as GPCRs, that in immune cells signal through MALT1? Does MALT1 contribute to known neuronal responses to IL-17 ^13,14,78^ ? Does mammalian MALT1 physically interact with IκBζ, IκBNS, or SARM1? In summary, we have used an invertebrate model system, with the relative simplicity this offers, and its advantages for genetics, biochemistry and single neuron analysis, to probe how key immune molecules signal in neurons to alter circuit function.

## Methods

### Strains and genetics

*C. elegans* were maintained on nematode growth medium (NGM) at room temperature (22 °C) with *E. coli* OP50 food. Strains used are provided in Supplementary Table 5.

Whole genome sequencing showed that the aggregation-defective AX3621 strain was defective in *malt-1*. We used SNP mapping^79^ to investigate if the aggregation defect was linked to *malt-1*. We crossed AX3621 animals with the AX288 [*lon-2*(*e678*) *npr-1*(*ad609*)] strain; AX288 was constructed by backcrossing *lon-2 npr-1(ad609)* X 16× into the CB4856 (Hawaiian) wild strain. The *npr-1(ad609)* allele confers stronger aggregation than the CB4856 Hawaiian strain routinely used for mapping. We ‘singled’ F2 animals, and scored their progeny for aggregation. Animals from non-aggregating F3 lines were pooled, and their DNA extracted and sequenced. Sequencing libraries were made using the Nextera DNA Library kit, and sequenced on a HiSeq 2500 (Illumina) machine with 125 bp paired-end reads. Sequencing data were analyzed using CloudMap^79^.

### Molecular biology

Primers used in this study are provided in Supplementary Table 6. *C. elegans* expression constructs were generated using MultiSite Gateway Recombination (Invitrogen). To amplify the *malt-1* promoter (4 kb) we used primers ggggACAACTTTGTATAGAAAAGTTGctgc cggtggattccaacatattg and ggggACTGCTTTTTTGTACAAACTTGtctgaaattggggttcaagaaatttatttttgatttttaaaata

to amplify the *malt-1* ORF (gDNA):

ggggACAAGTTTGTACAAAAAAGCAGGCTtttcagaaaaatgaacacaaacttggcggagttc and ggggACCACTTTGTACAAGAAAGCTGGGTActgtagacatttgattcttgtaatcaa aatatgaccaatatc

and to amplify *malt-1* cDNA:

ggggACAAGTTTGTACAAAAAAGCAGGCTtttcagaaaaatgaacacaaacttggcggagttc and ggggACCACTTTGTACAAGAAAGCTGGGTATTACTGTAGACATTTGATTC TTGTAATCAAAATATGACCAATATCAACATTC.

The Q5 Site-Directed Mutagenesis Kit (NEB) was used to create *malt-1(C374A)* cDNA, with the following primers: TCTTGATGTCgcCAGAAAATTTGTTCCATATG and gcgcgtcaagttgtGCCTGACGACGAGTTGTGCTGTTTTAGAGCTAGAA.

To generate deletions in the *malt-1* locus by CRISPR/Cas9 we expressed a gaucagguauccaccguag short guide from the *rpr-1* promoter^80^. The primers used to amplify this sequence for insertion into an *E*coRI-cut expression plasmid (addgene #48961) were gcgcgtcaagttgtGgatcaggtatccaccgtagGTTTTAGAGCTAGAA and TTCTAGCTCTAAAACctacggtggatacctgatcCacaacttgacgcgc.

Expression constructs were injected at 50 ng/µl, with the exception of CRISPR-Cas9 mixes that were prepared as previously described^80^: 30 ng ng/µl *eft-3::cas9*, 100 ng/µl sgRNA, 30 ng ng/µl cc::GFP.

The following alleles were generated by SunyBiotech (Fuzhou, China) using CRISPR/Cas9-based genome editing: *malt-1(syb296)*, *actl-1(syb412), pik-1(syb378), malt-1(syb573)*, and *nfki-1(syb617)*. We verified modified sequences using Sanger sequencing (Supplementary Table 4).

### Behavioral assays

Behavioral assays were performed at room temperature (22 °C). Aggregation was assayed as previously described^48^; 60 young adults were picked onto a plate seeded with 100 µl OP50 48 h previously. Animals were left undisturbed for 2 h and then scored blind to genotype. The % of animals in groups was calculated, with a group defined as 3 or more animals in contact with one another. Statistical comparisons were made using ANOVA (with RStudio (v 1.0.143)).

Locomotory responses to O_2_ stimuli were measured as described previously^31,81^ with minor modifications. 15–25 young adults were picked onto a plate seeded with 20 µl OP50 14–18 h previously, and covered with a microfluidic PDMS chamber. Defined O_2_ mixtures (balance nitrogen) were bubbled through H_2_O and delivered to the PDMS chamber at a rate of 1.4 ml/min using a PHD 2000 Infusion syringe pump (Harvard Apparatus). Video recordings were acquired at 2 fps with FlyCapture 1.X software (FLIR Systems), using a Point Gray Grasshopper camera mounted on a Leica MZ6 microscope. Speed and reversals were measured using Zentracker custom software (https://github.com/wormtracker/zentracker). To measure phenotypes associated with IL-17 signaling defects, worms were left undisturbed for 2 h on assay plates prior to recording.

To measure thrashing, single animals were placed into individual wells containing 50 µl M9 buffer. The number of complete body bends per minute was measured by a scorer blind to genotype.

### Heat-shock

As reported previously, the *hsp-16.41* heat shock promoter is leaky in animals grown at room temperature. We therefore kept animals at 15 °C until the time of heatshock (late L4). To induce heat-shock, parafilm-wrapped plates were submerged in a 34 °C water bath for 30 min, and then recovered at room temperature until the time of assay.

### Light microscopy

Worms were immobilized with 25 mM sodium azide on 2% agarose pads. Z stacks from animals expressing MALT-1::GFP and MALT-1::RFP were acquired on an Inverted Leica SP8 confocal microscope using a ×63/1.20 water objective, using the LAS X software platform (Leica). Figure panels were obtained using the Z-project (average intensity) function in FIJI (ImageJ v2.0.0-rc-69).

We quantified GFP intensity in L4 animals expressing the *agIs219*(*pT24B8.5::GFP*) transgene^53^ using NIS-elements (Nikon) and a Nikon Ti2 microscope with a Niji LED light source (Bluebox Optics, Huntingdon, UK) and a NEO scientific CMOS camera (Andor, Belfast, UK), with a ×10 objective (Nikon, Tokyo, Japan) and 50 ms exposure time.

### Calcium imaging

Animals expressing cameleon YC2.60 were imaged with a ×2 AZ-Plan Fluor objective (Nikon) on a Nikon AZ100 microscope fitted with ORCA-Flash4.0 digital cameras (Hamamatsu). Excitation light was provided from an Intensilight C-HGFI (Nikon), through a 438/24 nm filter and an FF458DiO2 dichroic (Semrock). Emission light was split using a TwinCam dual camera adapter (Cairn Research) and passed through CFP (483/32 nm) and YFP (542/27) filters, and a DC/T510LPXRXTUf2 dichroic. We acquired movies using NIS-Elements (Nikon), with 100 ms exposure time.

To image neural activity in freely moving animals (Supplementary Fig. 4g), single young adults were transferred to peptone-free agar plates spotted with 4 µl of concentrated OP50 food in M9 buffer, and imaged at 2× zoom. For all other figures, 4–8 young adults were transferred to peptone-free agar plates, immobilized on a 2 µl patch of concentrated OP50 in M9 buffer using Dermabond adhesive, leaving the nose exposed, and imaged at 4× zoom.

### Immunoprecipitation from *C. elegans*

For co-IP experiments analyzed by LC-MS/MS, *C. elegans* lysis and affinity purification was performed as previously described^82^ with minor modification. Lysis buffer A was prepared with 50 mM HEPES (pH 7.4), 1 mM EGTA, 1 mM MgCl_2_, 100 mM KCl, 10% glycerol, 0.05% NP40, 1 mM DTT, 0.1 M PMSF and 1 complete EDTA-free proteinase inhibitor cocktail tablet (Roche Applied Science) per 12 ml. Unsynchronized worms grown in liquid were washed twice in M9 and once in ice-cold lysis buffer A, then snap-frozen by dropwise addition to LN_2_ in preparation for cryogenic grinding. Worm popcorn was pulverized using a Freezer/Mill (SPEX SamplePrep). Crude extract was clarified at 4 °C for 10 min at 20,000×*g*, and again for 20 min at 100,000×*g* with a TLA-100 rotor (Beckman Coulter). For IP, roughly equal volumes of sample and control lysate were incubated with 100 µl GFP-Trap MA (ChromoTek gtma), Myc-Trap MA (ChromoTek ytma), or anti-FLAG M2 magnetic beads (Sigma M8823) for 3–4 h at 4 °C, then washed twice with 50 mM HEPES, 100 mM KCl. Purified complexes were eluted in SDS-sample buffer at 95 °C and fractionated by SDS-PAGE prior to characterization by LC-MS/MS.

For co-IP experiments analyzed by Western blot, the following modifications were made. Lysis buffer B contained 50 mM HEPES (pH 7.4), 100 mM KCl, 0.05% NP40, 1 mM DTT, 0.1 M PMSF and 1 complete EDTA-free proteinase inhibitor cocktail tablet (Roche Applied Science) per 12 ml. Crude extract was clarified at 4 °C for 30 min at 18,000×*g*. For immunoprecipitation, half of the lysate was incubated with anti-HA agarose (Sigma A2095) for 30 min at 4 °C, then washed 3× with 50 mM HEPES, 100 mM KCl. As a control, the other half of the lysate was incubated with IgG-agarose (Sigma A0919).

### Identification of protein-protein interactions by MS

Gel samples were destained with 50% v/v acetonitrile and 50 mM ammonium bicarbonate, reduced with 10 mM DTT, and alkylated with 55 mM iodoacetamide. Proteins were digested with 6 ng/μl trypsin (Promega, UK) overnight at 37 °C, and peptides extracted in 2% v/v formic acid 2% v/v acetonitrile, and analyzed by nano-scale capillary LC-MS/MS (Ultimate U3000 HPLC, Thermo Scientific Dionex) at a flow of ~300 nL/min. A C18 Acclaim PepMap100 5 μm, 100 μm × 20 mm nanoViper (Thermo Scientific Dionex), trapped the peptides prior to separation on a C18 Acclaim PepMap100 3 μm, 75 μm × 250 mm nanoViper. Peptides were eluted with an acetonitrile gradient. The analytical column outlet was interfaced via a nano-flow electrospray ionization source with a linear ion trap mass spectrometer (Orbitrap Velos, Thermo Scientific). Data dependent analysis was performed using a resolution of 30,000 for the full MS spectrum, followed by ten MS/MS spectra in the linear ion trap. MS spectra were collected over a m/z range of 300–2000. MS/MS scans were collected using a threshold energy of 35 for collision-induced dissociation. LC-MS/MS data were searched against the UniProt KB database using Mascot (Matrix Science), with a precursor tolerance of 10 ppm and a fragment ion mass tolerance of 0.8 Da. Two missed enzyme cleavages and variable modifications for oxidized methionine, carbamidomethyl cysteine, pyroglutamic acid, phosphorylated serine, threonine and tyrosine were included. MS/MS data were validated using the Scaffold program (v4.10.0, Proteome Software Inc).

### Quantification of NFKI-1 interacting peptides by TMT labeling

Protein samples on beads were reduced with 10 mM DTT at 56 °C for 30 min and alkylated with 15 mM iodoacetamide (IAA) in the dark at 22 °C for 30 min. Alkylation was quenched by adding DTT and the samples digested with trypsin (Promega, 1.25 µg) overnight at 37 °C. After digestion, supernatants were transferred to a fresh Eppendorf tube, the beads were extracted once with 80% acetonitrile/ 0.1% TFA and combined with the corresponding supernatant. The peptide mixtures were then partially dried in a Speed Vac and desalted using home-made C18 (3 M Empore) stage tip filled with 4 µl of poros R3 (Applied Biosystems) resin. Bound peptides were eluted sequentially with 30%, 50%, and 80% acetonitrile in 0.1%TFA and lyophilized.

Dried peptide mixtures from each condition were re-suspended in 40 µl of 250 mM triethyl ammonium bicarbonate. 0.8 mg of TMT 6plex reagents (Thermo Fisher Scientific) was re-constituted in 41 µl anhydrous MeCN. Twenty microliter of TMT reagent was added to each peptide mixture and incubated for 1 h at r.t. The labeling reactions were terminated by incubation with 4.4 µl of 5% hydroxylamine for 15 min. For each condition, the labeled samples were pooled, Speed Vac to remove acetonitrile, desalted and then fractionated with home-made C18stage tip using 10 mM ammonium bicarbonate and acetonitrile gradients. Eluted fractions were acidified, partially dried down in speed vac and ready for LC-MSMS.

Peptides were separated on an Ultimate 3000 RSLC nano System (Thermo Scientific), using a binary gradient consisting of buffer A (2% MeCN, 0.1% formic acid) and buffer B (80% MeCN, 0.1% formic acid). Eluted peptides were introduced directly via a nanospray ion source into a Q Exactive Plus hybrid quardrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific). The mass spectrometer was operated in standard data dependent mode, performed survey full-scan (MS, *m*/*z* = 350–1600) with a resolution of 140,000, followed by MS2 acquisitions of the 15 most intense ions with a resolution of 35,000 and NCE of 33%. MS target values of 3e6 and MS2 target values of 1e5 were used. Dynamic exclusion was enabled for 40 s.

The acquired MSMS raw files were processed using MaxQuant^83^ with the integrated Andromeda search engine (v.1.5.5.1). MSMS spectra were searched against the *Caenorhabditis elegans* UniProt Fasta database (July 2017). Carbamidomethylation of cysteines was set as fixed modification, while methionine oxidation and N-terminal acetylation (protein) were set as variable modifications. Protein quantification required 1 (unique + razor) peptide. Other parameters in MaxQuant were set to default values. MaxQuant output file, proteinGroups.txt was then processed with Perseus software (v 1.5.5.0). After uploading the matrix, the data was filtered, to remove identifications from reverse database, modified peptide only, and common contaminants. Each peptide channel was normalized to the median and log2 transformed.

### Protein expression in *E. coli*

His10-tagged *C. elegans* MALT-1, ACTL-1, and NFKI-1 were expressed in *E. coli* strain BL21(DE3) and purified using Ni-NTA agarose (Qiagen) or HisPur Cobalt resin (ThermoFisher Scientific).

### Sub-cellular fractionation

Nuclear/cytoplasmic fractionation was performed as described previously^84^. Young adult worms were washed 3–5 times in M9, and twice in hypotonic buffer (15 mM HEPES, 10 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA, 350 mM sucrose). Lysis was on ice in complete hypotonic buffer plus 1 mM DTT and 1 complete EDTA-free proteinase inhibitor cocktail tablet (Roche Applied Science) per 12 ml, using a motorized pellet pestle (Sigma Z359971, Z359947) until most worm carcasses were homogenized. Worm debris was pelleted at 500×*g* (2 × 5 min), and 5% of the resultant supernatant was kept as the input fraction. Nuclei were pelleted at 4000×*g* (5 min), and the resulting supernatant centrifuged again at 17,000×*g* and kept as the cytoplasmic fraction. Nuclear pellets were washed twice in complete hypotonic buffer and dissolved in complete hypertonic buffer (15 mM HEPES, 400 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA, 0.1% Tween 20, 10% glycerol, 1 mM DTT, complete EDTA-free proteinase inhibitor as above).

### Size-exclusion chromatography

*C. elegans* lysate was prepared as described above for LC-MS/MS, and loaded onto a Superose 6 Increase 10/300 GL column. The column was equilibrated with Lysis buffer A and 1 ml fractions were collected using Unicorn 7.0 (GE Healthcare Life Sciences).

### Immunoblotting

After SDS-PAGE using Bolt 4–12% Bis-Tris Plus gels (ThermoFisher Scientific), protein was transferred to PVDF membrane (0.45-micron pore size, ThermoFisher Scientific) using the XCell II Blot Module (ThermoFisher Scientific). Membranes were blocked with 5% milk for 1 h, then incubated with primary antibody overnight at 4 °C, followed by secondary antibody for 1 h at RT. Unbound antibody was washed away with PBST (3 ×5 min), and SuperSignal West Pico PLUS Chemiluminescent Substrate (ThermoFisher Scientific) used for detection. The following commercially available antibodies were used: anti-FLAG M2-Peroxidase (A8592, Sigma A8592-2MG, diluted 1:1000), anti-Myc (9B11, Cell Signaling #2276, diluted 1:1000), anti-HA (C29F4, Cell Signaling #3724, diluted 1:1000), anti-V5 (A190, Bethyl Laboratories A190-120A, diluted 1:1000), anti-Histone H3 (Cell Signaling #9715, diluted 1:1000), anti-alpha tubulin (DM1A, abcam ab40742, diluted 1:4000), anti-Rabbit IgG (Bio-Rad #1706515, diluted 1:3000), and anti-Mouse IgG (Bio-Rad #1706516, diluted 1:3000). Western blots were imaged with Image Lab 4.1 (Bio-Rad).

### Yeast two-hybrid assays

Yeast two-hybrid assays were performed by Panbionet (http://panbionet.com). cDNAs encoding NFKI-1 (full length) and NFKI-1 (1-374) were amplified by PCR and cloned into pGBKT7 vector, and cDNAs encoding MALT-1 (1-81) and MALT-1 (248-639) were amplified by PCR and cloned into pGADT7 vector (Clontech). Plasmids were transformed into the AH109 yeast strain, which expresses *HIS3* and *ADE2* reporters. Transformants were dropped separately onto SD-LW, SD-LWA and SD-LWH media containing 10 mM of 3-AT(3-amino-1,2,3-triazole), a competitive inhibitor of the HIS3 protein (His3p).

### RNA preparation

10 Gravid adults were allowed to lay eggs for 2 h on an OP50 lawn seeded 24 h previously, before being picked away. 8–10 plates were used per replicate, and all genetic backgrounds were prepared in parallel. Once animals reached late L4 stage, they were washed twice in M9 and frozen in liquid N_2_. One milliliter Qiazol Lysis Reagent (Qiagen) and 300–400 μl 0.7 mm Zirconia beads (BioSpec) were added to worm pellets for mechanical disruption. Samples were disrupted with a TissueLyser (Qiagen), using 1 min at maximum power followed by 1 min on ice (repeated 4 times). RNA was extracted using the RNeasy Plus Universal Mini Kit (Qiagen), following the manufacturer’s instructions with the exception that 1-Bromo-3-chloropropane (Sigma, B673) was used instead of chloroform.

Libraries were prepared using the TruSeq Stranded mRNA kit (Illumina) with polyA capture for mRNA, and sequenced on a HiSeq 4000 platform (Illumina) with 50 bp single-end reads. We sequenced five independent biological replicates for *npr-1 ilc-17.1*, and six for *npr-1*, *malt-1; npr-1*, and *npr-1 nfki-1*. Reads were aligned to the *C. elegans* genome using TopHat v2.1.0, and expression quantified using Cufflinks v2.2.1. For statistical comparisons a *q-*value <0.05 was considered significant. Only genes for which the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) was ≥1 in *npr-1*, and for which the log2(fold change) between conditions was ≥0.25 were included in Fig. 8. 

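The authors' deposited table marks 2391 genes as significant in *malt-1* mutants, 3926 in *ilc-17.1* mutants and 4247 in *nfki-1* mutants before these filters. The minimum of 1 FPKM in *npr-1* removed no gene from the lower lists. Without it, 1230, 1878 and 2318 genes were higher in *malt-1*, *ilc-17.1* and *nfki-1* mutants, and 459 in all 3. Without a minimum log2 fold change, 978, 1898 and 1768 genes were lower and 1395, 1997 and 2454 were higher, with 572 lower and 532 higher in all 3. A minimum of 5 FPKM in *npr-1* left 630, 1604 and 1313 lower and 996, 1482 and 1822 higher genes, with 355 lower and 351 higher in all 3. The q-value also kept some large changes out: 15, 12 and 15 genes with at least 1 FPKM in *npr-1* had a log2 fold change of 2 or more in either direction and a q-value of at least 0.05 in the authors' deposited table.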

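Many genes named for molting or the cuticle were listed at 0 FPKM in all 4 genotypes in the authors' deposited table. Of 19701 protein-coding genes, 3264 (16.6%) were listed at 0 in all genotypes. Among 322 genes with the name prefixes *mlt*, *sqt*, *dpy*, *rol*, *bli*, *col*, *noah*, *nas*, *grl*, *grd*, *wrt* and *ptr*, 179 (55.6%) were listed at 0, against 3085 of the other 19379 (15.9%). They included 6 of 8 *mlt* genes, all 3 *sqt* genes, 14 of 25 *dpy* genes and 79 of 156 *col* genes. Of the 72 histone (*his*) genes, 36 were listed at 0, against 1 of 47 *rpl* genes, 0 of 31 *rps* genes, 0 of 31 *flp* genes, 1 of 31 *msp* genes and 0 of 6 *vit* genes. Of 71 *nlp* genes 16 (22.5%) and of 240 *clec* genes 57 (23.8%) were listed at 0, also a larger share than among the other protein-coding genes. A value of 0 in such a table can stand for a gene left out or for an estimate that failed, so it is given as listed and not as an absence of expression. No list of oscillating genes was used here, and none was removed from the counts.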

Genes whose expression oscillates during development^85^ were excluded.

GO terms for these genes were retrieved and GO enrichment calculated using g:Profiler (version e94_eg41_p11_592d917^86^). Terms with multiple testing corrected *p*-values <0.05 were considered enriched.

### Associative learning assay

Chemotaxis assays were performed as previously described^87^ with minor modifications. To establish salt gradients, 100 mM NaCl agar plugs were left overnight on assay plates containing 1 mM CaCl_2_, 1 mM MgSO_4_, 25 mM K_2_HPO_4_ pH 6. Plugs were removed immediately before the assay, and replaced with 1 μl 1 M NaN_3_. Another 1 μl NaN_3_ was added equidistant from the starting point as a control. The chemotaxis index was calculated as (A–B)/N, where A was the number of animals within 1 cm of the peak of the salt gradient, B was the number of animals within 1 cm of the control spot, and *N* was the number of all animals. Conditioning was performed as described previously^46^. Synchronized young adults raised on OP50 were washed three times in CTX buffer (5 mM K_2_HPO_4_ pH 6, 1 mM CaCl_2_ and 1 mM MgSO_4_), then left for 4 h on NGM agar with no NaCl (mock) or 300 mM NaCl (conditioned). For each transgenic strain the behavior of animals bearing the transgene was compared to that of their non-transgenic siblings.

### *P*. *aeruginosa* killing assays

Slow killing assays were performed with 10 μM 5-fluorodeoxyuridine (FUdR)^88^. Synchronized L4 animals raised on OP50 were added to 0.35% peptone NGM plates, seeded the day before with PA14. Animals were scored every 12 h, and counted as dead if they did not respond to prodding. Logrank tests with Bonferroni correction were performed using OASIS (On-line Application for Survival Analysis, https://sbi.postech.ac.kr/oasis/^89^).

### Lifespan analyses

Lifespan assays were performed on OP50, starting on day 1 of adulthood^90^. Scoring and statistical analyses were performed as described above for *P. aeruginosa* killing assays.

### Statistics

Statistical tests and n values used for experiments in this paper are indicated in the corresponding figure legend or methods section. For salt chemotaxis and aggregation behavior, statistical significance between groups was determined using one-way ANOVA with Tukey’s post hoc HSD. Differences in locomotory response and FRET levels (yellow cameleon) were evaluated by Mann-Whitney *U* test. Logrank tests with Bonferroni correction were used to compare genotypes in lifespan and PA14 survival assays using OASIS (Online Application for Survival Analysis, https://sbi.postech.ac.kr/oasis/^89^).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Data supporting the findings of this study are provided as a Source Data file, and are available from the corresponding author. Full scans of blots are provided in Supplementary Fig. 10. RNA-seq data has been deposited in Gene Expression Omnibus (GEO) with accession number GSE144057. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD018000.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

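Gene expression was measured by RNA-seq of whole *C. elegans* at the late L4 stage in 4 genotypes: *npr-1* animals as the control, and double mutants of *npr-1* with *malt-1*, *ilc-17.1* or *nfki-1*, called *malt-1*, *ilc-17.1* and *nfki-1* mutants here. The sample labels list 72 samples, 18 of each genotype, under 69 library numbers, since 3 samples of *ilc-17.1* mutants repeat the number of another with the suffix 2, taken here as a second run. The paper's methods give 6 biological replicates for *npr-1*, *malt-1* and *nfki-1*, and 5 for *ilc-17.1*. Apart from these pairs, which samples belong to the same replicate was not established. The deposited values are not given per library, so no samples were grouped here. The authors' q-values, and the counts of changed genes that use them, depend on the units their tool was given.

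The authors made stranded libraries from polyA-selected RNA, aligned single-end reads with TopHat, quantified expression with Cufflinks, and deposited 1 table with the columns of Cuffdiff's table of gene differences. It holds 7 comparisons of 2 genotypes: each mutant against *npr-1*, the mutants against each other, and *malt-1* against *ilc-17.1* mutants a second time with the order reversed. The FPKM values (fragments scaled by transcript length and by the number of mapped reads) in the authors' deposited table are 1 estimate per genotype, scaled within each comparison. The p-value and q-value of each gene were computed by the authors' tool, with q adjusted within a comparison over the genes tested. Whether the tool was given the biological replicates or the single sequenced samples as replicates is not stated in the table or in the paper's text, and in the latter case the q-values would be smaller than the spread between biological replicates allows. The lowest p-value in the deposited table is 5e-05. The test statistic in the deposited table is a score from the same tool and was not used. The log2 fold change in the authors' deposited table is the logarithm of the ratio of the 2 FPKM values, without a pseudocount, and was used only for genes that the authors tested. The filters on expression and fold change named in the paper's methods are not yet applied in this table. Genes listed at 0 in all genotypes are many, and no list of oscillating genes was applied here.

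The table has 0 columns of values per sample. Library depth is therefore unknown, no SD or confidence interval can be computed, and the precision of each value is known only through the authors' q-values. The comparisons had been designed for values per sample, with a linear model fitted by limma and gene set tests on its residuals. As these need values per sample, the authors' q-values were used in their place, and families of genes were described by random lists.

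A gene was counted as changed with a q-value below 0.05, a log2 fold change of at least 0.25 in either direction and an FPKM of at least 1 in *npr-1*. Each mutant was compared with *npr-1*, the 3 lists were intersected in each direction, and the number of genes that independent lists would share was computed from their sizes. Pearson's r across genes was computed between the log2 fold changes of each pair of mutants, as a description without a p-value. For gene families, members with an FPKM of at least 1 in *npr-1* that the authors tested in all 3 comparisons were taken by the prefix of their name in the reference or, for glycolytic enzymes, from a list. *nlp-10*, *nlp-42* and *clec-69*, as Supplementary Data 3 names them, have another name or none in the reference and entered the families only in an alternative. The median of their log2 fold changes was given as a percentile among 10000 random lists of as many genes, each member replaced by 1 of the 100 tested genes nearest in mean expression. The genes named in the text are the 3 mutated genes, genes of the pathway that the paper names, the 19 genes of Supplementary Data 4, the genes named in Fig. 8a and Fig. 8b, and the 5 genes with the largest mean log2 fold change in each direction among those called in all 3 mutants. Others are named as chosen after their values were seen.

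Genes were identified by their WormBase identifiers in the table. A table of gene names and the reference annotation gave a name for 43276 of these identifiers, and 46059 were in the reference annotation, which was used for names, gene types and transcript lengths. Coordinates are those of the authors' deposited table, with starts written 1-based. The genome build is not named in the table or in the paper's text. For many genes the table gives a locus shared with neighboring genes, which then extends beyond the gene itself. Members of families with near-identical copies (*vit*, *msp*, histone and some *col* genes) can share reads, so single members are uncertain.

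The counting and the random lists were tested on simulated data made from the 11668 genes with a transcript length. Of 200 genes changed by known amounts, 100% were recovered, also after a simulated trend over transcript length had been subtracted. Their q-values and changes had been set to pass the thresholds, and no noise was added to them. The recovery therefore checks the counting code only and does not measure sensitivity. Of 200 random lists of 30 unchanged genes, 3.5% lay outside the range from the lowest 2.5% to the highest 2.5% of random lists, and of 200 lists lowered by 0.3, 94% lay below it. The simulated values were independent between genes. Families whose members vary together were not simulated, so these rates need not hold for the families described here. Under a simulated length trend, 69.5% of lists of short genes lay below the range when lists were matched on expression only, and 4.5% when matched on length as well.

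The alternatives tried were a pseudocount of 1, no minimum FPKM or a minimum of 5, a minimum log2 fold change of 0.5 or none, an FPKM minimum in the mutant as well, a q-value below 0.01, the median log2 fold change of each comparison set to 0, the running median of log2 fold change over transcript length set to 0, random lists matched on transcript length, and the names of Supplementary Data 3 used for family members as well. All computations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.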

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

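The tests of neighboring genes on chromosome V, of *npr-1* RNA mixed into the *ilc-17.1* pool and of the scaling of all genes were chosen only after the result was seen.

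The paper compares each mutant with *npr-1*, and the deposited table also compares the mutants with each other, which the paper does not report. The authors' deposited table marks 3174 genes as significant between *malt-1* and *ilc-17.1* mutants, 1891 between *malt-1* and *nfki-1* mutants and 2015 between *ilc-17.1* and *nfki-1* mutants. The first comparison was also run with the order reversed, where the authors' deposited table marks 3181 genes, 3158 of them shared. So mutants in the same pathway differed at many genes by the authors' test. A technical candidate is a trend over transcript length. Across genes, Spearman's rho between transcript length and log2 fold change was 0.43 from *malt-1* to *ilc-17.1* mutants, 0.26 from *malt-1* to *nfki-1* mutants and -0.23 from *ilc-17.1* to *nfki-1* mutants. Among the marked genes, 2610, 1546 and 1906 in these comparisons also had a log2 fold change of at least 0.25 in either direction, an FPKM of at least 1 in the first-named mutant and a known transcript length. With the running median over length subtracted, 1510 (57.9%), 1196 (77.4%) and 1743 (91.4%) of these kept their direction with a log2 fold change of at least 0.25. The length trend therefore may account for part of the differences, most between *malt-1* and *ilc-17.1* mutants, and does not account for these 1510, 1196 and 1743 genes. A difference between library batches or in depth was not tested, since the table has no values per library, and these differences between mutants cannot be told apart from it.

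Sperm and cuticle genes moved in different directions in different mutants. The median log2 fold change of 26 *msp* genes, which encode major sperm proteins, was 0.16 in *malt-1*, -0.36 in *ilc-17.1* and 0.47 in *nfki-1* mutants, from the authors' deposited table. In the direct comparisons of that table, 20 of 26 *msp* genes were lower in *ilc-17.1* than in *malt-1* mutants (q-value below 0.05), and 25 of 26 were higher in *nfki-1* than in *ilc-17.1* mutants, by 0.56 to 0.95 on the log2 scale. The median of 36 *col* genes, which encode cuticle collagens, was -0.40, -0.24 and 0.17 in the same order. By the authors' q-values, 25 of 35 *col* genes tested were higher in *nfki-1* than in *malt-1* mutants, and 22 of 35 were higher in *nfki-1* than in *ilc-17.1* mutants. The *msp* transcripts are short, with a median length of 384 nt. Against random lists matched on transcript length as well as expression, the *msp* median still lay at percentile 0.03 in *ilc-17.1* and 100 in *nfki-1* mutants, so length alone does not account for it. Both families change with developmental stage in this part of the life cycle, and a candidate explanation is that the pools of animals differed in stage when they were frozen. The design gives no measure of stage other than such genes, and reads shared between near-identical *msp* copies, a difference in depth and library batches were not tested. No biological explanation is put forward for these differences.

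On chromosome V, 4 neighboring genes that the paper does not discuss were strongly lower in the mutants. In *malt-1* mutants the log2 fold changes in the authors' deposited table were -3.23 for *exh-1*, -4.15 for C36C5.12, -6.14 for C36C5.14 and -7.30 for C36C5.15. C36C5.15 in *malt-1* mutants (q = 0.193), and C36C5.14 and C36C5.15 in *nfki-1* mutants (q = 0.196 and 0.168), did not pass the threshold on q in the authors' deposited table, although their fold changes were as large. The genes lie between 3157077 and 3168750, and all 4 genes tested in this stretch fell. Tested genes on both sides did not fall: F02C9.1 had log2 fold changes of 0.61, 0.27 and 0.44 in *malt-1*, *ilc-17.1* and *nfki-1* mutants in the authors' deposited table, and Y73C8B.3 had 0.12, -0.08 and 0.04. Of the 13 genes that fell by at least 2 on the log2 scale in *malt-1* and *nfki-1* mutants, 4 are in this stretch, within 100 kb of each other. Neighbors that fall together may reflect a variant of the strains or regulation that covers the stretch. In *malt-1* and *nfki-1* mutants a mean of 10.4% of the *npr-1* value was left for *exh-1* and 5.48% for C36C5.12, against 1.13% for C36C5.14 and 0.68% for C36C5.15. A deletion of the entire stretch in all animals would leave none, unless reads came from similar genes elsewhere, which was not tested. A variant of another kind or extent and regulation cannot be told apart with this table. In *ilc-17.1* mutants the fall was smaller: *exh-1* was at 25.2% of its *npr-1* value, and the authors' deposited table gives a log2 fold change of 1.24 from *malt-1* to *ilc-17.1* mutants (q = 0.000537). If *npr-1* RNA had been mixed into the *ilc-17.1* pool, and the genes were otherwise at their level in the other mutants, the share of it needed would be the same for every such gene. Among the 13 genes, the 4 called in all 3 mutants needed 16.5% (*exh-1*), 10.3% (C36C5.12), 7.39% (F59C6.18, on chromosome I) and 33.4% (*col-137*, on chromosome IV), so that the largest was 4.52 times the smallest. Without *col-137* it was 2.24 times, and with C36C5.14 (5.30%) and C36C5.15 (2.63%) in its place 6.28 times. Over all 13 genes, most of them not called in every mutant, the share ran from -8.47% to 89.4%, with 2 below 0. These sets of genes were chosen in turn after values had been seen, and no error is known for the shares. C36C5.14 and C36C5.15 were also below 1 FPKM in *malt-1* and *nfki-1* mutants. The shares differed between genes, but without a known error this does not decide whether a single mixture was the only cause. A smaller amount of *npr-1* RNA beside other causes cannot be excluded either.

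The ribosomal protein genes, which the paper does not discuss and which were chosen after their values were seen, were lower in *ilc-17.1* mutants, with a median log2 fold change of -0.36 over 77 *rpl* and *rps* genes in the authors' deposited table. Of these, 65 were lower in *ilc-17.1* and 27 in *nfki-1* mutants (median -0.24), and 0 in *malt-1* mutants (median -0.01), while 1 was higher in *nfki-1* mutants. In the authors' direct comparison 71 of 77 were lower in *ilc-17.1* than in *malt-1* mutants at a q-value below 0.05. Random lists of similarly expressed genes also had low medians, of -0.22 in *ilc-17.1* and -0.19 in *nfki-1* mutants, so part of the fall is common to strongly expressed genes. Against lists matched on expression and transcript length, the ribosomal protein genes were at percentile 0 in *ilc-17.1* and 1.35 in *nfki-1* mutants. The median over all tested genes was 0.017 and 0.012 in these mutants, but the values were scaled within each comparison, which holds this median near 0, so it does not bear on whether the scaling contributes. Some remaining technical explanations, such as depth, a few genes taking most reads in a library, and library batches, were not tested, and the fall cannot be told apart from them or from the authors' scaling.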

How the results depend on the processing

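The thresholds, the pseudocount and the minimum FPKM values were chosen before the data were examined; the FPKM minimum in the mutant, the q-value below 0.01, the centring to a median of 0, the running median over transcript length, the length-matched lists and the names of Supplementary Data 3 for family members are tests chosen only after seeing the data.

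Among the counts of genes lower and higher in each mutant and in all 3, and of the 19 neuropeptide genes, 72 of 81 values under an alternative stayed within 1.5 times the main count. The 9 that did not all came from a minimum log2 fold change of 0.5. Under it 251 genes were lower in *malt-1*, 517 in *ilc-17.1* and 388 in *nfki-1* mutants, and 132 in all 3; 411, 824 and 1453 were higher, and 154 in all 3; and 9 neuropeptide genes were lower in all 3. With a q-value below 0.01, 276 genes were lower and 332 higher in all 3, and 16 neuropeptide genes were lower in all 3. Setting the running median over transcript length to 0 gave 360 lower and 380 higher genes in all 3 mutants, of which 345 and 365 are also in the main lists. That setting lowered the number of genes higher in *ilc-17.1* mutants from 1847 to 1237, with 1219 still called, and the share of higher genes among the changed genes of that mutant from 52.4% to 45.9%. With the median of each comparison set to 0 the share was 50.2%.

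The correlations across genes moved under each alternative, by amounts that cannot be judged without a replicate error. With a pseudocount of 1 they were 0.639 for *malt-1* and *ilc-17.1*, 0.743 for *malt-1* and *nfki-1*, and 0.691 for *ilc-17.1* and *nfki-1* mutants; with FPKM of at least 5 in *npr-1*, over 9862 genes, they were 0.582, 0.708 and 0.692.

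For the family medians, 53 of 54 values under a pseudocount of 1, length-matched lists or the names of Supplementary Data 3 stayed on the same side of the lowest and highest 2.5% of random lists. The exception was the *col* family in *ilc-17.1* mutants, which moved from percentile 1.63 to 9.67 when lists were matched on length, so its fall there cannot be told apart from that of other genes of this length. The names of Supplementary Data 3 added only genes that the paper lists as changed in all 3 mutants, *nlp-10* and *nlp-42* to the *nlp* and *clec-69* to the *clec* family, and the largest percentile under them was 0.03. For the log2 fold changes of named genes, 238 of 240 values under a pseudocount of 1 or centring kept their direction and whether the gene was called, and the other 2 were those of *tir-1* in *ilc-17.1* mutants, which fell below 0.25, to 0.24 under either, and was no longer called. *ilcr-1* in *ilc-17.1* mutants also fell below 0.25, from 0.252 to 0.22 with a pseudocount of 1 and to 0.23 with centring, and was not called under any of these settings because of its q-value (q = 0.0627).

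No paired analysis was possible because the table gives no values per replicate, although the labels share library numbers between genotypes. For the same reason these alternatives were not run: a replicate block, single libraries as replicates, scaling of each sample, limma without a variance trend, with sample weights or with all genotypes in 1 fit, separate *npr-1* replicates for each mutant, leaving out the libraries with a second run number, leaving out each replicate, count-based tests, and gene set tests with other settings. Other splits of the samples could not be formed either. Which genes the unknown depth limits was not tested. In the authors' deposited table, 15, 12 and 15 genes in *malt-1*, *ilc-17.1* and *nfki-1* mutants had a log2 fold change of 2 or more in either direction without passing the threshold on q. Their median FPKM in *npr-1* was 11.3, 3.10 and 11.38, against 6.55, 6.42 and 3.57 for the 22, 32 and 18 genes with changes of that size that passed it. By this measure the genes that failed on q were the more weakly expressed in *ilc-17.1* mutants only. Expression in the mutants was not compared, so this does not tell whether low expression there kept genes from passing.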

Differences from the paper's values

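None of the values set beside the paper's differed from it by more than 1.5 times under the main settings: the numbers of genes lower and higher in all 3 mutants, each region of the overlaps in Fig. 8a and Fig. 8b, and the number of neuropeptide genes. The gene list differed in part. The table gave 387 genes lower in all 3 mutants, and the list in Supplementary Data 3 has the paper's 381, all of them among the 387. The 6 others are *tsp-1*, *tsp-2*, *clec-42*, *hrg-5*, C17F4.3 and WBGene00009230. Requiring an FPKM of at least 1 in the mutant as well, a setting chosen after seeing the values, gave 381 genes, the same as the paper's. Among the alternatives set before the data were examined, a minimum log2 fold change of 0.5, a pseudocount of 1 and a minimum of 5 FPKM gave fewer genes than the paper's list (132, 374 and 355), no minimum log2 fold change gave more (572), and no minimum FPKM left 387. The genes higher in all 3 mutants were the paper's 448 genes, with 448 shared. *tsp-1* is named in Fig. 8a as lower in all 3 mutants and is not in the list of Supplementary Data 3; here it was lower in all 3, with log2 fold changes of -2.28, -1.52 and -1.29 in *malt-1*, *ilc-17.1* and *nfki-1* mutants in the authors' deposited table.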

Other observations

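The tests of a stage shift shared by the mutants, of genes listed at 0 and of an FPKM minimum in the mutant were chosen only after the result was seen.

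*nfki-1* itself was lower in *malt-1* mutants, with a log2 fold change of -0.41 (q = 0.000734) in the authors' deposited table, and not in *ilc-17.1* mutants (-0.05, q = 0.736). In the authors' direct comparison *nfki-1* was higher in *ilc-17.1* than in *malt-1* mutants, with a log2 fold change of 0.37 (q = 0.000537). The paper does not report this. Of the technical explanations only linkage was examined, and *malt-1* and *nfki-1* are on different chromosomes.

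The paper reports lower expression of a T24B8.5 reporter in *malt-1* mutants, in another experiment. In the whole-animal RNA, log2 fold changes of T24B8.5 in the authors' deposited table were 0.67 in *malt-1* (q = 0.106), 0.12 in *ilc-17.1* (q = 0.825) and 0.61 in *nfki-1* mutants (q = 0.105), at an FPKM of 3.57 in *npr-1*, and none passed the threshold on q. *tir-1* (0.26, q = 0.0411), *pmk-1* (0.45, q = 0.000341), *nhr-49* (0.28, q = 0.00242) and *ilcr-2* (0.31, q = 0.0119) were higher in *ilc-17.1* mutants in the authors' deposited table, and passed the thresholds in neither of the other mutants. In the authors' direct comparisons with *malt-1* mutants, *pmk-1* (0.39, q = 0.000537) and *nhr-49* (0.24, q = 0.00376) were higher in *ilc-17.1* mutants, and the differences of *tir-1* (0.14, q = 0.311) and *ilcr-2* (0.24, q = 0.0500) did not pass 0.05. Against *nfki-1* mutants none of the 4 differed at a q-value below 0.05. Long transcripts in general were higher in *ilc-17.1* mutants, with a median log2 fold change of 0.31 among genes of 3097 nt or more. The longest transcripts of *tir-1*, *ilcr-2*, *nhr-49* and *pmk-1* have 3712, 2635, 2128 and 1671 nt. These 4 genes were not tested against that trend, so their rises cannot be told apart from it.

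The paper's Supplementary Data 4 also gives values for *gcy-35* mutants, which lack a subunit of the O_2_ receptor, at 21% O_2_. By the paper's values, 16 of the 19 neuropeptide genes were higher in *gcy-35* mutants than in WT and 3 were lower, with log2 fold changes from -0.30 to 0.69 and a median of 0.30. All 19 were lower in the *malt-1*, *ilc-17.1* and *nfki-1* mutants, for which the paper had listed them. The paper's q-values for *gcy-35* lie between 0.125 and 0.988, so that 0 of these genes pass a threshold of 0.05, and the direction is given as a description.

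For the fall of the *flp* and *nlp* genes, a trend over transcript length is a candidate explanation, since these transcripts are short, with medians of 637 nt and 533 nt. Across 11668 genes, Spearman's rho between transcript length and log2 fold change was -0.07 in *malt-1*, 0.29 in *ilc-17.1* and 0.14 in *nfki-1* mutants, and the longest genes (the top decile, 3097 nt or more) had a median log2 fold change of 0.31 in *ilc-17.1* mutants, against -0.07 in the bottom decile (493 nt or less). Against random lists matched on length as well, the *flp* median and the *nlp* median were at percentile 0 in each of the 3 mutants. Length alone does not account for the fall. A difference in the share of neurons in the RNA, in depth or between library batches was not tested.

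The overlap between mutants rests on a common control, so that a chance deviation of the *npr-1* pool might give changes shared by all 3. With each mutant in turn as the common reference, the number of genes called in the same direction against the other 3 genotypes was 671 for *nfki-1*, 502 for *ilc-17.1* and 104 for *malt-1* mutants, against 835 for *npr-1*. The number was highest for *npr-1*, but changes of a mutant's own enter its number too, and a contribution of the common control to the 835 genes cannot be excluded from this.

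A shift in developmental stage common to the mutants is a candidate explanation for higher *vit* genes, which are expressed in adults. If that shift had the same size in all 3 mutants, sperm and cuticle genes would each move in 1 direction in all 3. The *msp* medians were 0.16, -0.36 and 0.47 and the *col* medians -0.40, -0.24 and 0.17 in *malt-1*, *ilc-17.1* and *nfki-1* mutants. A shift of the same size in all 3 mutants therefore does not account for all of these. Shifts that differ between the mutants in size or direction remain possible. Of 156 *col* genes, 79 were listed at 0 in all genotypes, so the *col* medians cover only part of that family. The test therefore does not decide whether stage contributes to the higher *vit* genes. The *vit* genes rose least in *malt-1* mutants: in the authors' direct comparisons all 6 were higher in *ilc-17.1* than in *malt-1* mutants, by 0.96 to 1.40 on the log2 scale, and all 6 were higher in *nfki-1* than in *malt-1* mutants, by 0.74 to 1.23 (q-value below 0.05).

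Variants linked to the mutated gene could raise the number of called genes around it. Within 1 Mb of the mutated gene, 12.5% of tested genes were called in *malt-1* mutants, against 16.3% elsewhere, a ratio of 0.770. The ratios were 1.06 in *ilc-17.1* mutants (31.3% against 29.6%) and 1.09 in *nfki-1* mutants (33.8% against 31.1%). By this test, calls were not concentrated around the mutated genes.

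Genes named for molting or the cuticle were listed at 0 in all genotypes 3.49 times as often as other protein-coding genes. A candidate explanation is that oscillating genes were taken out before the table was made, since the thresholds of the methods gave the paper's list of higher genes without a further exclusion. Histone genes were also often at 0 (50.0%), and *nlp* (22.5%) and *clec* genes (23.8%) more often than other protein-coding genes (15.9%), so the names searched for do not cover the genes listed at 0.

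The 6 genes lower in all 3 mutants beyond the paper's list were each below 1 FPKM in at least 1 mutant, and 0 genes of the paper's list were, which is what a minimum of 1 FPKM in the mutants would give. The paper's methods name a minimum in *npr-1* only.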
